# DNMT3L facilitates DNA methylation partly by maintaining DNMT3A stability in mouse embryonic stem cells

**DOI:** 10.1093/nar/gky947

**Published:** 2018-10-13

**Authors:** Nicolas Veland, Yue Lu, Swanand Hardikar, Sally Gaddis, Yang Zeng, Bigang Liu, Marcos R Estecio, Yoko Takata, Kevin Lin, Mary W Tomida, Jianjun Shen, Debapriya Saha, Humaira Gowher, Hongbo Zhao, Taiping Chen

## Abstract

DNMT3L (DNMT3-like), a member of the DNMT3 family, has no DNA methyltransferase activity but regulates *de novo* DNA methylation. While biochemical studies show that DNMT3L is capable of interacting with both DNMT3A and DNMT3B and stimulating their enzymatic activities, genetic evidence suggests that DNMT3L is essential for DNMT3A-mediated *de novo* methylation in germ cells but is dispensable for *de novo* methylation during embryogenesis, which is mainly mediated by DNMT3B. How DNMT3L regulates DNA methylation and what determines its functional specificity are not well understood. Here we show that DNMT3L-deficient mouse embryonic stem cells (mESCs) exhibit downregulation of DNMT3A, especially DNMT3A2, the predominant DNMT3A isoform in mESCs. DNA methylation analysis of DNMT3L-deficient mESCs reveals hypomethylation at many DNMT3A target regions. These results confirm that DNMT3L is a positive regulator of DNA methylation, contrary to a previous report that, in mESCs, DNMT3L regulates DNA methylation positively or negatively, depending on genomic regions. Mechanistically, DNMT3L forms a complex with DNMT3A2 and prevents DNMT3A2 from being degraded. Restoring the DNMT3A protein level in DNMT3L-deficient mESCs partially recovers DNA methylation. Thus, our work uncovers a role for DNMT3L in maintaining DNMT3A stability, which contributes to the effect of DNMT3L on DNMT3A-dependent DNA methylation.

## INTRODUCTION

DNA methylation—the addition of a methyl group to the C-5 position of cytosine, forming 5-methylcytosine (5mC)—occurs predominantly in the context of CpG dinucleotides in mammals. DNA methylation is essential for mammalian development and plays crucial roles in various biological processes, including regulation of gene expression, maintenance of genomic stability, genomic imprinting, and X chromosome inactivation (1,2). Aberrant DNA methylation patterns and genetic alterations of the DNA methylation machinery are associated with numerous human diseases, including developmental disorders and cancer (3,4).

DNA methylation is catalyzed by two classes of DNA methyltransferases (DNMTs). DNMT1 is the major enzyme responsible for maintenance methylation by ‘copying’ the CpG methylation pattern from the parental strand onto the daughter strand during DNA replication. DNMT3A and DNMT3B function primarily as *de novo* methyltransferases for the establishment of DNA methylation patterns during embryogenesis and gametogenesis (2,5). *Dnmt3c*, a *Dnmt3b* duplicated gene present exclusively in rodents, had been previously annotated as a pseudogene but was recently shown to be expressed and play a specific role in repressing retrotransposons during spermatogenesis (6). The DNMT1 and DNMT3 enzymes share characteristic catalytic motifs in their C-terminal catalytic domains but have distinct N-terminal regulatory regions that contribute to the functional specificities of these enzymes (5). For example, DNMT3A and DNMT3B contain two chromatin-binding domains in their N-terminal regions that likely play important roles in targeting these enzymes to specific genomic regions—the PWWP domain, which is required for heterochromatin targeting and mediates binding to histone H3 lysine 36 trimethyl (H3K36me3) marks (7–9), and the ADD domain, which specifically recognizes the N-terminal tail of histone H3 when lysine 4 is unmodified (H3K4me0) (10). There is evidence that, in mouse embryonic stem cells (mESCs), DNMT3B is targeted to gene bodies via PWWP domain-H3K36me3 interaction and, upon mESC differentiation, DNMT3A is specifically targeted to the enhancers of pluripotency genes via ADD domain-H3K4me0 interaction to silence these genes (9,11). Although DNMT3A and DNMT3B redundantly methylate many genomic regions, they also have preferred and specific DNA targets. For example, DNMT3A preferentially methylates the major satellite repeats, and DNMT3B preferentially methylates the minor satellite repeats (12). Target specificities of these enzymes likely contribute, to a great extent, to their distinct functions. *Dnmt3a* knockout (KO) mice develop to term and die postnatally, and mice with conditional deletion of *Dnmt3a* in the germline fail to undergo *de novo* methylation during gametogenesis, including the establishment of methylation imprints, resulting in spermatogenesis defects and maternal-effect lethality—embryos derived from *Dnmt3a* KO females die around mid-gestation (13,14). *Dnmt3b* KO mice are embryonically lethal (13).

DNMT3L (DNMT3-like), another member of the DNMT3 family, shows sequence homology with the DNMT3A/3B enzymes but lacks the very N-terminal region, including the PWWP domain, and some essential catalytic motifs in the C-terminal region, including the PC dipeptide at the active site and the sequence motif involved in binding the methyl donor S-adenosyl-L-methioinine. Thus, DNMT3L has no DNA methyltransferase activity (15–17). However, DNMT3L has been shown to interact with DNMT3A and DNMT3B and significantly stimulates their catalytic activities *in vitro* (18–23). Crystallography evidence reveals that the C-terminal domain of DNMT3L directly interacts with the C-terminal domain of DNMT3A to form a heterodimer, which further dimerizes through DNMT3A-DNMT3A interaction, resulting in the formation of a tetramer with two DNMT3A active sites at the center (24–26). Biochemical and structural data also indicate that DNMT3L, via its ADD domain, interacts with the N-terminal tail of histone H3 with unmethylated lysine 4 (H3K4me0) and may contribute to the specificity of *de novo* methylation (27). Additionally, the expression pattern of DNMT3L during development strongly correlates with active *de novo* methylation. Specifically, *Dnmt3l* is highly expressed in developing germ cells and early embryos, as well as mESCs, but is silenced in somatic tissues (17). These findings suggest that DNMT3L is a key regulator of *de novo* DNA methylation.

Genetic evidence supports the role of DNMT3L in the regulation of *de novo* methylation. *Dnmt3l* KO mice are viable and grossly normal, indicating that zygotic DNMT3L is not essential for embryonic development. However, both male and female KO mice cannot reproduce (17,28). Male KO mice show activation of retrotransposons in spermatogonia and spermatocytes, due to failure in *de novo* DNA methylation, resulting in spermatogenesis defects (29). Female KO mice show a severe deficiency in *de novo* DNA methylation during oogenesis, including the establishment of maternal genomic imprints. These animals show a maternal-effect lethality phenotype, which correlates with abnormal expression of imprinted genes (17,28). In summary, the germline phenotype of *Dnmt3l* KO mice is almost identical to that of mice with conditional *Dnmt3a* deletion, whereas deletion of zygotic *Dnmt3l* results in no overt abnormalities in embryonic development and adult mice, in contrast to the embryonic lethal phenotype of *Dnmt3b* KO mice (13,14).

Although it is generally believed that DNMT3L acts as an accessory factor of DNMT3A and DNMT3B, the mechanism by which DNMT3L regulates DNA methylation is not fully understood. In particular, given that DNMT3L is capable of interacting with and enhancing the activities of both DNMT3A and DNMT3B (18–23), it has been puzzling that DNMT3L is essential for DNMT3A-mediated *de novo* methylation during gametogenesis but is dispensable for DNMT3B-mediated *de novo* methylation during embryogenesis (13,14,17,28). Moreover, contrary to biochemical and genetic evidence that DNMT3L functions as a positive regulator of DNA methylation, Neri *et al.* showed that DNMT3L antagonizes DNA methylation at bivalent promoters [promoters enriched with both the active histone H3 lysine 4 trimethyl (H3K4me3) and the repressive lysine 27 trimethyl (H3K27me3) marks] and favors DNA methylation at gene bodies in mESCs (30). To gain further insights into the role and specificity of DNMT3L in DNA methylation, we derived mESC lines deficient for maternal DNMT3L (*Dnmt3l* mKO), zygotic DNMT3L (*Dnmt3l* zKO), or both maternal and zygotic DNMT3L (*Dnmt3l* mzKO) from blastocyst-stage embryos. We confirmed that DNMT3L is a positive regulator of DNA methylation and found no evidence that it antagonizes DNA methylation in mESCs. While *Dnmt3l* mKO mainly affected DNA methylation at imprinting control regions (ICRs), *Dnmt3l* zKO mESC lines showed moderate loss of methylation at many genomic regions that are methylated by DNMT3A. Interestingly, our results showed that DNMT3L is critical for maintaining the stability of DNMT3A, especially DNMT3A2, the predominant DNMT3A protein product in mESCs, and that this new role contributes to the specific effect of DNMT3L on DNMT3A-dependent DNA methylation.

## MATERIALS AND METHODS

### Mice

The *Dnmt3l* null allele, generated previously (17), was maintained on the 129 background. All procedures were performed according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals, with Institutional Care and Use Committee-approved protocols at The University of Texas MD Anderson Cancer Center (MDACC).

### mESC derivation, culture and treatments

Derivation of mESC lines was performed as previously described (31). Briefly, female mice were euthanized at 3.5 days post coitum, and blastocysts were flushed out of the uterus using M2 medium (Sigma). Then, blastocysts were placed on a feeder cell layer of irradiated mouse embryonic fibroblasts (MEFs) in mESC medium [DMEM supplemented with 15% fetal bovine serum, 0.1 mM nonessential amino acids, 0.1 mM β-mercaptoethanol, 50 U/ml penicillin, 50 μg/ml streptomycin, and 10^3^ U/ml leukemia inhibitory factor (LIF)]. After blastocyst hatching, the inner cell mass (ICM) clumps were picked under the microscope and plated into 96-well plate with feeder cells. The established mESC lines were genotyped (to determine *Dnmt3l* allele and sex) and cryopreserved.

The mESC lines were cultured on gelatin-coated petri dishes in serum-containing mESC medium. Normally, the medium was changed daily, the cells were passaged every other day, and the passage numbers were recorded. For the generation of stable mESC clones expressing Myc-DNMT3L, -DNMT3L F297D, -DNMT3A1 or -DNMT3A2, cells transfected with the corresponding plasmids were seeded at low density on dishes coated with feeder cells, selected with 6 μg/ml of Blasticidin S HCl (Gibco) for 7–10 days, and individual colonies were picked. *Dnmt3l* knockdown (KD) mESCs were generated using the same plasmid vectors and protocols reported by Neri *et al.* (30). Briefly, J1 mESCs were transfected with vectors encoding *Dnmt3l* shRNAs (*shDnmt3l* #1: TRCN0000039104; *shDnmt3l* #2: TRCN0000039106; *shDnmt3l* #3: TRCN0000039108) or a *luciferase* shRNA (*shLuc*) as control, followed by three days of selection with 1 μg/ml of Puromycin. Transfection was performed using Lipofectamine 2000 (Invitrogen). For some experiments, mESCs were treated with cycloheximide (C4859, Sigma) at 100 μg/ml, MG132 (M7449, Sigma) at 10 μM, or Bafilomycin A1 (B1793, Sigma) at 125 nM, with DMSO as a negative control. ESC differentiation was induced by LIF withdrawal followed by retinoic acid addition on day 3 post-differentiation (32).

### Southern blot analysis

DNA methylation levels at the major and minor satellite repeats were analyzed by Southern blot after digestion of 1 μg of genomic DNA with the methylation-sensitive restriction enzymes MaeII (Roche) or HpaII (New England Biolabs), respectively, as previously reported (33). Detection was performed using biotin-labelled probes (300 ng each) and the North2South Chemiluminescent Hybridization and Detection Kit (Thermo Fisher Scientific). Probe sequences are shown in Supplementary Table S1.

### Bisulfite sequencing

Bisulfite sequencing analysis of the DNA methylation levels at specific regions was performed as previously described (33). Briefly, genomic DNA was treated for bisulfite conversion using the EZ DNA Methylation kit (Zymo Research) and then used as template to amplify regions of the *Rhox5, Cpne8, Enox1, Zxda* and *Hoxa1* loci using specific primer pairs (Supplementary Table S1). PCR products were gel purified and directly ligated into pMiniT 2.0 using the NEB PCR cloning kit (New England Biolabs). Miniprep DNA was sequenced and results were analyzed with QUMA web-based quantification tool for methylation analysis (http://quma.cdb.riken.jp). Percentages of methylated CpG sites were calculated based on results from multiple clones.

### RNA isolation and RT-qPCR

Total RNA was extracted from mESCs using TRIzol (Invitrogen) according to the manufacturer's instruction. Reverse transcription (RT) was performed using ProtoScript First Strand cDNA Synthesis kit (New England Biolabs) to generate cDNA. RT-qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) on the ABI 7900 Real-Time PCR system (Thermo Fisher Scientific) using specific primers (Supplementary Table S1).

### Western blot and immunoprecipitation

For analysis of whole cell extracts by western blot, mESCs were lysed in cold RIPA buffer [50 mM Tris–HCl (pH 8.8), 150 mM NaCl, 1% Triton X-100, 0.5% Sodium Deoxycholate, 0.1% SDS, 1 mM EDTA, 3 mM MgCl_2_, and 1× protease inhibitor cocktail (Thermo Fisher Scientific)]. Immunoprecipitation (IP) was performed in lysis buffer [20 mM Tris–HCl (pH 7.9), 150 mM NaCl, 0.1% NP-40, 1 mM EDTA, 3 mM MgCl_2_, 10% glycerol and 1× protease inhibitor cocktail (Thermo Scientific)] using Protein A/G UltraLink Resin beads (Thermo Fisher Scientific). Western blot was performed according to standard procedures. The antibodies used are listed in Supplementary Table S2. Quantification of western blots by densitometry, normalized against β-ACTIN, was carried out using NIH ImageJ software (34).

### Immunofluorescence analysis

Zygotes were fixed in 3.7% paraformaldehyde in PBS for 30 min at room temperature and permeabilized for 15 min in 0.1% Triton X-100 in PBS at room temperature. 5mC and 5-hydroxymethylcytosine (5hmC) staining was carried out as previously described (33). The antibody information is provided in Supplementary Table S2. Images were taken with Olympus IX51 inverted fluorescence microscope.

### Reduced representation bisulfite sequencing (RRBS) and bioinformatics analyses

RRBS libraries were made from 1 μg of genomic DNA, according to published protocols (35,36). In brief, genomic DNA was digested with MspI, end-repaired and A-tailed, and Illumina-compatible cytosine-methylated adaptor (Bioo Scientific) was ligated to the enzyme-digested DNA. Size-selected fragments were bisulfite-converted using the EZ DNA Methylation-Gold kit (Zymo Research), and library preparation was done by PCR amplification. The libraries were sequenced using 36 bp single-read protocol on Illumina HiSeq 2500 instrument.

Three biological replicates were prepared for each genotype (one *Dnmt3l* zKO sample was discarded in later analysis due to poor quality). 12–35 million reads were generated per sample. The adapters were removed from the 3′ ends of the reads by Trim Galore! version 0.4.1 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and cutadapt version 1.9.1 (37). Then, the reads were mapped to mouse genome mm10 by the bisulfite converted read mapper Bismark version 0.16.1 (38) and Bowtie version 1.1.2 (39). 95–96% reads were mapped to the mouse genome, with 65–68% uniquely mapped. 8–23 million uniquely mapped reads were used in the final analysis. The methylation percentages for the CpG sites were calculated by the bismark_methylation_extractor script from Bismark and an in-house Perl script. The differential methylation between genotypes was statistically assessed by R/Bioconductor package methylKit version 0.9.5 (40) at site resolution. RRBS was tiled (500 bp) when comparing with the whole genome bisulfite sequencing (WGBS) data of *Dnmt3a* KO and *Dnmt3b* KO mESCs. Only the CpG sites with read coverage ≥20 or the tiles that have at least three CpG sites with coverage ≥10 in all the samples were qualified for the test. The CpG sites or 500-bp tiles with *q*-value ≤0.01 and methylation difference ≥25% were called as differentially methylated. Each site or tile was assigned to a location relative to the nearby genes: upstream (−5k to −1k from TSS), promoter (−1k to +0.5k from TSS), exon, intron, TES (−0.5k to +1k from TES), downstream (+1k to +5k from TES) and intergenic. In the case a site/tile could be assigned to multiple locations relative to different genes, one location was chosen following this order: promoter > upstream > TES > downstream > exon > intron > intergenic. The genes are the RefSeq genes (41) downloaded from UCSC genome browser (http://genome.ucsc.edu/) on 17 July 2015.

## RESULTS

### DNMT3L deficiency in mESCs results in hypomethylation at specific heterochromatin regions

Genetic studies in mouse have demonstrated that maternal DNMT3L is critical for DNA methylation in oocytes, including the establishment of genomic imprints, whereas zygotic DNMT3L is not essential for mammalian development (17,28,42,43). To better understand the roles of maternal and zygotic DNMT3L in DNA methylation, we derived mESC lines deficient for maternal DNMT3L (*Dnmt3l* mKO), zygotic DNMT3L (*Dnmt3l* zKO, referred to as *Dnmt3l* KO hereafter), or both maternal and zygotic DNMT3L (*Dnmt3l* mzKO), as well as WT (*Dnmt3l*^+/+^) mESC lines, from blastocyst-stage embryos by breeding *Dnmt3l* homozygous (*Dnmt3l^−/−^*) or heterozygous (*Dnmt3l*^+/−^) females with *Dnmt3l*^+/−^ males (Figure 1A). As female mESCs become hypomethylated in culture due to upregulation of DUSP9, an X-linked MAPK phosphatase (44), and DNMT3L deficiency in mESCs, especially in female mESCs, results in progressive loss of methylation (45), we used male mESC lines (determined by PCR amplification of Y-linked *Sry*) that had been cultured for 10–15 passages for all experiments. The mESC lines were genotyped by PCR and verified by western blot analysis (Figure 1B). All *Dnmt3l*-mutant cell lines maintained the mESC state, as judged by colony morphology, growth rates, and expression of the pluripotency factors OCT4 and SOX2 (Figure 1C).

**Figure 1.**
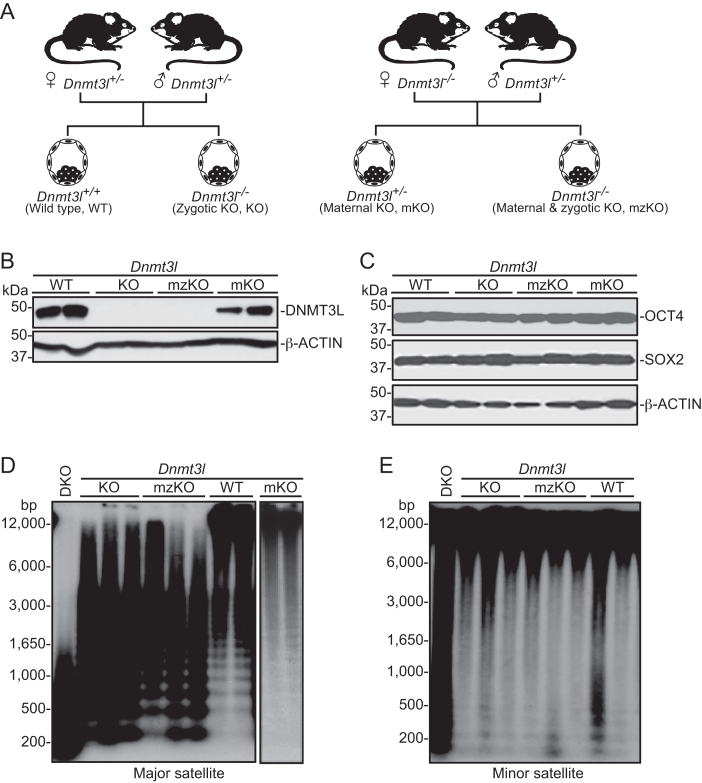
DNMT3L deficiency in mESCs results in hypomethylation at specific heterochromatin regions. (**A**) Mouse breeding strategies to generate mESC lines with different *Dnmt3l* genotypes. (**B** and **C**) Western blot analysis of the mESC lines (2 independent clones per genotype) for expression of DNMT3L (B) and the pluripotency factors OCT4 and SOX2 (C), with β-ACTIN serving as a loading control. (**D** and **E**) Southern blot analysis of the mESC lines (2-3 independent clones per genotype) for DNA methylation at the major satellite repeats (D) and the minor satellite repeats (E) after digestion of genomic DNA with methylation-sensitive restriction enzymes (MaeII for major satellite repeats and HpaII for minor satellite repeats). DKO, *Dnmt3a/3b* double KO mESC line.

In general, repetitive sequences in mammalian genomes are heavily methylated, and their methylation status can serve as an indicator of global DNA methylation. To assess the impact of DNMT3L deficiency on DNA methylation, we first compared the different mESC lines for DNA methylation at the major and minor satellite repeats, which are located at pericentric and centromeric regions, respectively. Southern blot analysis of genomic DNA digested with methylation-sensitive restriction enzymes revealed that *Dnmt3l* KO and *Dnmt3l* mzKO mESC lines had substantial loss of methylation at the major satellite repeats, but no obvious changes in methylation at the minor satellite repeats (Figure 1D, E). Consistent with previous reports that maternal DNMT3L is required for global DNA methylation in oocytes (42,43), the female pronuclei of zygotes derived from *Dnmt3l^−/-^*oocytes were severely hypomethylated (Supplementary Figure S1). However, *Dnmt3l* mKO mESC lines, unlike *Dnmt3l* KO and *Dnmt3l* mzKO cells, showed normal levels of DNA methylation at the major satellite repeats (Figure 1D), indicating that *de novo* methylation had occurred either during preimplantation development of *Dnmt3l* mKO embryos or during mESC derivation and culture, leading to recovery of global DNA methylation levels (except at imprinted loci, see below). Our results show that DNMT3L deficiency affects DNA methylation at specific genomic regions in mESCs. Consistent with previous reports that hypomethylation impairs mESC differentiation (31,46). *Dnmt3l* KO mESCs exhibited obvious defects in forming embryoid bodies (EBs) under differentiation conditions, with EBs being small, irregular and fragmented (Supplementary Figure S2).

### DNMT3L is a positive regulator of DNA methylation in mESCs

Contrary to biochemical, genetic and genomic evidence that DNMT3L is a positive regulator of DNA methylation (17–19,21,27,28,42,43), Neri *et al.* reported that DNMT3L regulates DNA methylation positively or negatively, depending on genomic regions, in mESCs (30). 

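Reduced representation bisulfite sequencing (RRBS) data were analysed for 11 mESC lines: 3 WT lines, 3 *Dnmt3l* mKO lines (derived from embryos that lacked maternal DNMT3L only), 2 *Dnmt3l* KO lines (lacking zygotic DNMT3L) and 3 *Dnmt3l* mzKO lines (lacking both). In RRBS, genomic DNA is cut with a restriction enzyme that favours CG-rich sequence, short fragments are treated with bisulfite, which converts unmethylated cytosines, and the fragments are sequenced; the share of unconverted reads at a cytosine is its methylation level. The authors trimmed the reads, mapped them uniquely to the mouse genome mm10 (GRCm38) with Bismark, and deposited one table per line that lists, for each CpG cytosine of each strand, the count of reads covering it and the percent of methylated reads, without a coverage filter and without pooling lines. All 3294363 cytosines listed in any of the tables are cytosines of a CpG on the stated strand of GRCm38. In the summed coverage of CpG cytosines, a read counts once for each cytosine it covers. This coverage was 69252622, 51882996 and 61084657 in WT lines 1 to 3, and 51698317, 66208105 and 68160176 in mKO lines 1 to 3. It was 60806986 and 53977805 in KO lines 1 and 2, and 42725673, 24408501 and 68041222 in mzKO lines 1 to 3. The lowest depth, in mzKO line 2, sets the number of sites that could be compared whenever that line took part.

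Methylated reads were recovered from the coverage and the percentages, and a site was used in a comparison when it had at least 20 reads in every line of both genotypes. Differences between genotypes were tested per site by logistic regression with a likelihood ratio test, followed by Benjamini-Hochberg adjustment, and a site was called differentially methylated at a *q*-value of at most 0.01 and a coverage-weighted methylation difference of at least 25 percentage points. The same test was applied to reads summed over 500-bp tiles with at least 3 sites covered by at least 10 reads in every line. This test treats all reads of a genotype as 1 pool, so it does not take the variation between lines into account. Means of the lines were therefore also compared by exact permutation tests, for which the smallest attainable p-value is 0.1 with 3 lines against 3 and 0.2 with 2 lines against 3; no such comparison could reach 0.05. No pair of lines of one genotype had read counts that differed only by sampling noise (the mean chi-square per partially methylated site was 1.27 to 3.60 between lines of one genotype), and every line was counted as 1 replicate.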

To further understand the function and specificity of DNMT3L in DNA methylation, we compared the DNA methylation profiles of the different mESC lines (*Dnmt3l^+/+^, Dnmt3l* KO, *Dnmt3l* mKO, and *Dnmt3l* mzKO, 2–3 lines per genotype) by RRBS analysis (47–49). 

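Across the 11 lines, the tables listed between 1025072 (mzKO line 3) and 1654551 (mKO line 3) CpG cytosines, with a mean coverage from 23.0 reads per cytosine in mzKO line 2 to 66.4 reads in mzKO line 3 (median of the lines, 47.8). The number of CpG cytosines with at least 20 reads was 453821 in mzKO line 2 and 679315 in mKO line 2, the lowest and the highest of the 11 lines, and averaged 608804 ± 7018 (SD, n = 3) in WT. At these sites the median coverage was 42 reads in mzKO line 2 and 106 reads in mzKO line 3. Requiring at least 20 reads in every line of both genotypes left 534278 sites for mKO against WT, 546425 for KO against WT and 447708 for mzKO against WT, and 438865 sites were covered by at least 20 reads in all 11 lines.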

For each sample, we generated ∼12–35 million high quality RRBS reads, of which ∼8–23 million were uniquely mapped, capturing ∼454-679 thousand CpG sites with ≥ 20-fold coverage. 

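The bisulfite conversion of non-CpG cytosines can be read only from Supplementary Table S3, since the tables analysed here list CpG cytosines alone. The paper's values there range from 99.25%, among others in the 3 WT lines, to 99.45%, among others in the 3 mzKO lines, which leaves 0.75% and 0.55% unconverted cytosines. An upper bound on incomplete conversion at CpG sites can be taken from the sites that are unmethylated in every line. At the 247083 sites with less than 5% methylation over all reads, the share of reads called methylated ranged from 0.649% in mzKO line 1 to 1.109% in WT line 2.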

Reads from all samples showed near complete (>99%) bisulfite conversion of cytosines in non-CpG contexts (Supplementary Table S3). In agreement with previous work (48), the methylation levels of CpG sites displayed a bimodal distribution in WT mESCs, as well as in the *Dnmt3l*-mutant cell lines, with most sites being either largely unmethylated (<20% methylation) or largely methylated (>80% methylation) (Figure 2A–C, Supplementary Figure S3).

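At CpG cytosines with at least 20 reads, 71.9% ± 0.3 (SD, n = 3) of the sites in WT had less than 20% methylation and 20.9% ± 0.1 had more than 80%, so that 7.2% ± 0.4 lay in between. In the mutant lines the sites below 20% made up 70.7% ± 1.2 (SD, n = 3) in mKO, 72.6% ± 0.1 (n = 2) in KO and 73.7% ± 0.6 (n = 3) in mzKO. Sites above 80% were 20.4% ± 1.1 of all sites in mKO, which overlapped with WT, but 17.9% ± 0.6 in KO and 16.03% ± 1.89 in mzKO, where every line was below every WT line. The intermediate class correspondingly comprised 8.9% ± 0.1 of sites in mKO, 9.5% ± 0.5 in KO and 10.2% ± 1.5 in mzKO. The sites differ between lines, because each line has its own set of sites with enough reads. Lowering the coverage minimum to 10 reads brought the WT share below 20% methylation to 70.3%, and raising it to 30 reads brought it to 72.8%. The paper describes these distributions as bimodal in WT and mutant cells alike.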

**Figure 2.**
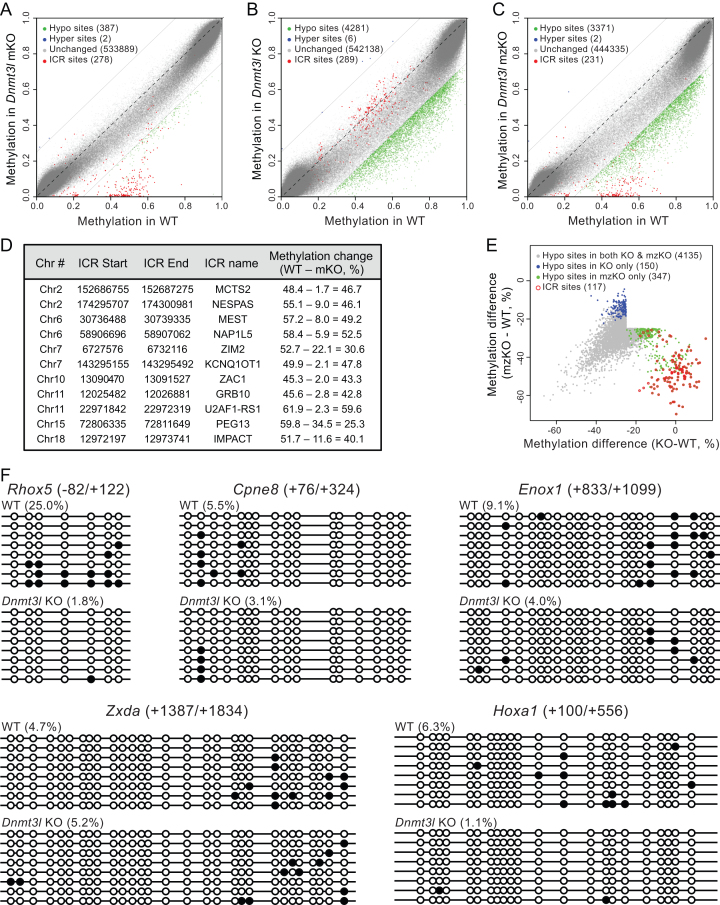
DNMT3L is a positive regulator of DNA methylation in mESCs. (A–C) Scatter plots of RRBS data in *Dnmt3l* mKO (**A**), KO (**B**) and mzKO (**C**) mESCs compared to WT mESCs. Each dot represents a CpG site. CpG sites within known ICRs are shown in red. For other CpG sites, significantly (methylation difference ≥25% and *q*-value ≤ 0.01) hypomethylated ones are shown in green, hypermethylated ones in blue, and those with methylation changes of <25% in gray. (**D**) ICRs with significantly hypomethylated sites in *Dnmt3l* mKO mESCs. The start and end locations of the ICRs were from WAMIDEX (http://atlas.genetics.lcl.ac.uk) with minor revisions to the boundaries of the ZAC1 and GRB10 ICRs based on our data. Specifically, two previously annotated ZAC1 ICRs separated by 346 bp were considered a continuous ICR, as 34 of 35 hypomethylated CpGs in *Dnmt3l* mKO mESCs fell between the regions, and the GRB10 ICR was extended by 549 bp, as 26 of 58 hypomethylated CpGs in *Dnmt3l* mKO mESCs were 13–549 bp downstream of the end of the previously annotated ICR. (**E**) Scatter plot of the hypomethylated sites in *Dnmt3l* KO and mzKO mESCs showing overlap of the vast majority of these sites (gray) with the exception of those in ICRs (red), which were severely hypomethylated in *Dnmt3l* mzKO cells but showed no change in methylation in *Dnmt3l* KO cells. The plot was generated using the union of hypomethylated sites at methylation difference ≥25% and *q*-value ≤0.01 in *Dnmt3l* mzKO or *Dnmt3l* KO cells, with sites with *q*-value ≤0.01 in both genotypes being considered common sites. (**F**) Bisulfite sequencing analysis of five gene regions that Neri and colleagues showed gain of methylation in *Dnmt3l* KD mESCs, which revealed loss of or no changes in methylation in *Dnmt3l* KO mESCs instead. The beginning and end of each amplified region, relative to the transcription start site (TSS), are indicated. Open and filled circles represent unmethylated and methylated CpG sites, respectively. The methylation levels (in percentages) of each region in WT and *Dnmt3l* KO mESCs are shown.

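At the ZAC1 ICR on chromosome 10 of GRCm38, in the *Hymai* and *Plagl1* genes, 35 CpG cytosines between positions 13090813 and 13091189 had at least 20 reads in all WT and mKO lines (mean coverage 119.2 reads per site). All 35 were hypomethylated in mKO, and their mean methylation was 44.8% ± 2.0 in WT and 1.9% ± 0.2 in mKO (SD, n = 3 each). At the GRB10 ICR on chromosome 11, in *Grb10*, 75 cytosines qualified from position 12025847 on, of which 58 were hypomethylated in mKO. The mean over all 75 was 44.3% ± 0.6 in WT and 3.1% ± 0.3 in mKO (SD, n = 3 each). The values of the lines did not overlap at either ICR (exact permutation test, p = 0.1, the smallest p that 3 lines against 3 allow). The paper's revised boundaries of both ICRs were used for every ICR value given here, and the paper bases the revision on where these hypomethylated sites lie.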

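Of the 447476 CpG sites that qualified in both the KO and the mzKO comparison with WT, 4632 were hypomethylated in at least 1 of the 2 genotypes. By the definition of common sites in the Figure 2E legend, 4101 of them (88.5%) were common, 165 were hypomethylated in KO only and 366 in mzKO only. The median change at the common sites was -27.8 percentage points in KO and -27.4 in mzKO. At the 165 KO-only sites the median change in mzKO was -14.4 points, and at the 209 mzKO-only sites outside ICRs the median change in KO was also -14.4 points, so more of these sites were lower than higher in the genotype in which they were not called. The ICRs held 163 of the 4632 sites. Of these, 157 were mzKO-only, with a median change of -46.4 points in mzKO and -0.25 points in KO, and 6 were common. When a common site had to reach a difference of 25 points in both genotypes, the share of common sites was 44.7%. With the limma moderated test it was 0.0%, since that test called 0 sites in KO.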

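In mKO, 385 of 534278 qualified CpG sites (0.072%) were hypomethylated, with a median change of -35.9 percentage points. In KO, 4265 of 546425 sites (0.78%) were hypomethylated, with a median change of -29.3 points, and in mzKO 3371 of 447708 sites (0.75%), with a median change of -29.5 points. Of the hypomethylated sites, 192 in mKO, 0 in KO and 163 in mzKO lay in the 11 ICRs of Figure 2D. Losses of less than 50 points made up 89.6% of the hypomethylated sites in mKO, 98.9% in KO and 97.5% in mzKO. With the replicate number as a block (Cochran-Mantel-Haenszel test), the counts were 376 in mKO, 4038 in KO and 3371 in mzKO. The pairing of lines by number is taken from the sample labels. KO has no line 3, so every block value for KO leaves WT line 3 unpaired and out of the test or mean difference. Such values can differ from the main ones for that reason too. Lines with the same number had a mean correlation of 0.0365 between their deviations from the genotype means, against -0.0182 for lines with different numbers. The highest correlations were 0.1873 and 0.0791. Deviations cancel within a genotype, which ties the 2 means together, so they cannot decide whether lines with the same number form pairs. Leaving out mzKO line 3 raised the mzKO count to 7271 sites, while leaving out any other single line gave 2822 to 3901 sites. The quasi-binomial F test, which takes the spread between lines into account, called 0 sites in each genotype. On simulated losses with 3 lines against 3 it also found 0%. The paper reads these patterns as different degrees of hypomethylation in the 3 genotypes.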

Compared to WT mESCs, the *Dnmt3l*-mutant cell lines showed different degrees and distinct patterns of hypomethylation (Figure 2A–C). For the purpose of bioinformatics analysis, we defined differentially methylated CpG sites as those with methylation difference ≥25% and *q*-value ≤0.01. In *Dnmt3l* mKO cells, while the vast majority of CpG sites showed no significant methylation changes, many CpG sites within the ICRs of 11 maternally imprinted loci were severely hypomethylated (Figure 2A, D). 

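Of the 534278 CpG sites compared between WT and mKO lines, 533891 were not differentially methylated, 385 were hypomethylated and 2 were hypermethylated. The 11 ICRs contained 217 of the compared sites, and 192 of these were hypomethylated, with a median change of -45.5 percentage points; the 193 hypomethylated sites outside these ICRs had a median change of -27.4 points. At the 192 ICR sites the mean methylation of the lines was 51.0% ± 0.8 in WT and 5.3% ± 0.7 in mKO (SD, n = 3 each). In 8 of the 11 ICRs every compared site was hypomethylated.

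Values are given here for 10 of the 11 ICRs, named with their genes in GRCm38; they are means over all compared sites of an ICR (SD, n = 3 lines each). On chromosome 2, the MCTS2 ICR (*Mcts2* within *H13*, 16 sites from 152686854 to 152687149) had 51.2% ± 6.2 in WT and 1.6% ± 0.6 in mKO, and the NESPAS ICR (*Gnas* locus, 38 sites from 174297352 to 174300052) 52.3% ± 3.2 and 8.0% ± 1.2. On chromosome 6, the MEST ICR (*Mest*, 5 sites from 30739254 to 30739334) had 56.7% ± 5.8 and 8.1% ± 2.2, and the NAP1L5 ICR (*Nap1l5* within *Herc3*, 7 sites from 58906768 to 58906878) 55.4% ± 4.0 and 6.5% ± 1.3. On chromosome 7, the KCNQ1OT1 ICR (*Kcnq1ot1* within *Kcnq1*, 7 sites from 143295375 to 143295443) had 49.6% ± 3.7 and 2.1% ± 0.3. The ZAC1 and GRB10 ICRs fell to 1.9% ± 0.2 and 3.1% ± 0.3 in mKO.

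Another 3 ICRs lost less or varied more between the mKO lines. The ZIM2 ICR on chromosome 7 (*Peg3* and *Usp29*, 5 sites from 6730262 to 6730328) had 53.0% ± 5.1 in WT and 17.6% ± 25.2 in mKO, where the 3 lines had 3.4%, 2.8% and 46.7%. The PEG13 ICR on chromosome 15 (*Peg13* within *Trappc9*, 12 sites from 72809700 to 72809881) had 61.5% ± 1.5 in WT and 32.9% ± 7.4 in mKO, and 6 of its 12 sites were hypomethylated. The IMPACT ICR on chromosome 18 (*Impact*, 7 sites from 12973131 to 12973506) had 51.2% ± 1.5 in WT and 10.1% ± 12.7 in mKO. At each of the 11 ICRs every mKO line was below every WT line (exact permutation test, p = 0.1 at each, the smallest p that 3 lines against 3 allow). The lowest coverage of a site used in any line was 20 reads at MCTS2 and 100 reads at KCNQ1OT1. Of the alternatives, the quasi-binomial F test moved the number of hypomethylated ICR sites most, to 0, while the limma moderated test called 152. From these values the paper concludes that many sites within the ICRs of 11 maternally imprinted loci were severely hypomethylated while most CpG sites did not change.

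**Figure D1:**
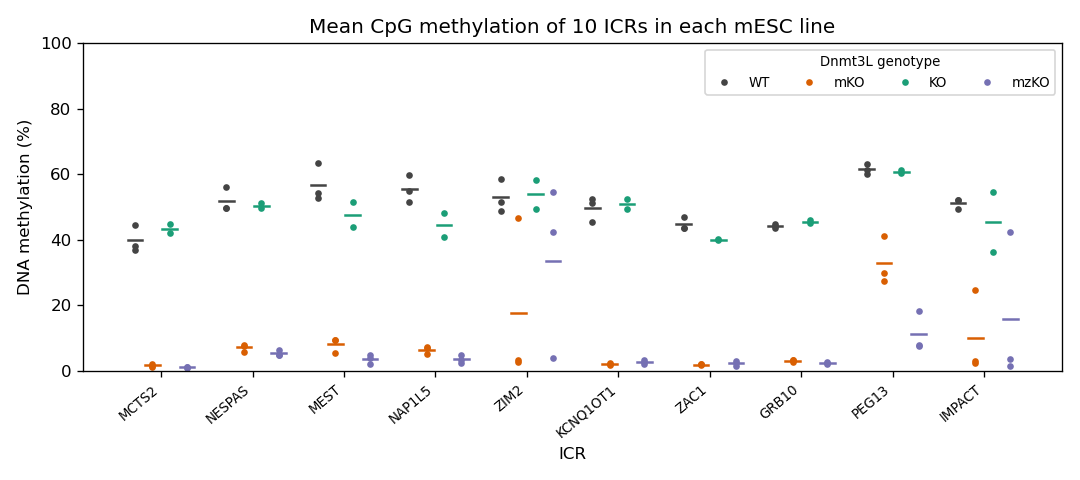
Mean CpG methylation (%, vertical axis) of 10 of the 11 ICRs (horizontal axis) in each line; each point is 1 line and each bar is the mean of a genotype, over the sites with at least 10 reads in all 11 lines. The mKO and mzKO lines lie close to 0 at most ICRs, and the KO lines lie near the WT lines. Some lines keep methylation at ZIM2 (46.7% in mKO line 3, 54.6% and 42.4% in mzKO lines 1 and 2). At IMPACT, mKO line 2 keeps 24.7% and mzKO line 3 keeps 42.3%.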

These sites showed methylation levels ∼50% in WT cells (Figure 2A, D), consistent with monoallelic methylation of ICRs. 

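The 192 hypomethylated ICR sites of the mKO comparison had a coverage-weighted WT methylation of 51.0% ± 8.3 (SD across sites), from 32.8% at the lowest site to 78.7% at the highest, and all 192 lay between 20% and 80%. Averaged over these sites, WT lines 1, 2 and 3 had 50.5%, 51.9% and 50.7% methylation. Over all compared sites of an ICR, the WT mean ranged from 44.3% at GRB10 to 61.5% at PEG13. The sites were chosen because they lost at least 25 points in mKO, which excludes sites with low methylation in WT from this average. Over all 177 ICR sites with at least 20 reads in the 11 lines, without that selection, the mean was 47.9% ± 0.4 (SD, n = 3). With the mean weighted by coverage, or with the minimum set to 10 or 30 reads, the loss of mKO from this WT level stayed between -42.8 and -41.9 points. The paper describes a level near the midpoint as compatible with methylation of only 1 of the 2 parental alleles.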

In *Dnmt3l* KO cells, a considerable fraction of CpG sites in the genome (especially partially methylated sites) showed reduced methylation levels, mostly with moderate decreases, resulting in an obvious trend of hypomethylation (Figure 2B). 

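Outside the 11 ICRs, 36057 of the CpG sites compared between WT and KO had 20 to 80% methylation in WT and 108953 had at least 80%. The median change in KO was -11.2 percentage points at the partially methylated sites and -3.9 points at the highly methylated sites. Losses of at least 10 points were found at 55.6% of the partially methylated sites, and gains of at least 10 points at 0.50%. Among the highly methylated sites the shares were 14.8% and 0.026%. Of the 4265 hypomethylated sites, 4216 lost less than 50 points. The mean methylation of the 438865 sites covered in all 11 lines was 23.15% ± 0.16 (SD, n = 3) in WT and 21.22% ± 0.25 (SD, n = 2) in KO, and both KO lines were below the 3 WT lines (exact permutation test, p = 0.2, the smallest p that 2 lines against 3 allow). Among the alternatives, the largest shift came from weighting sites by their coverage, where this mean difference was 0.16 points in place of -1.93. Each line is weighted there by its own coverage, so differences between lines in where the reads lie enter that value. It therefore does not show by itself that the loss is absent. The paper describes the decreases as moderate, most frequent among partially methylated sites, and as a trend of hypomethylation.

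**Figure D2:**
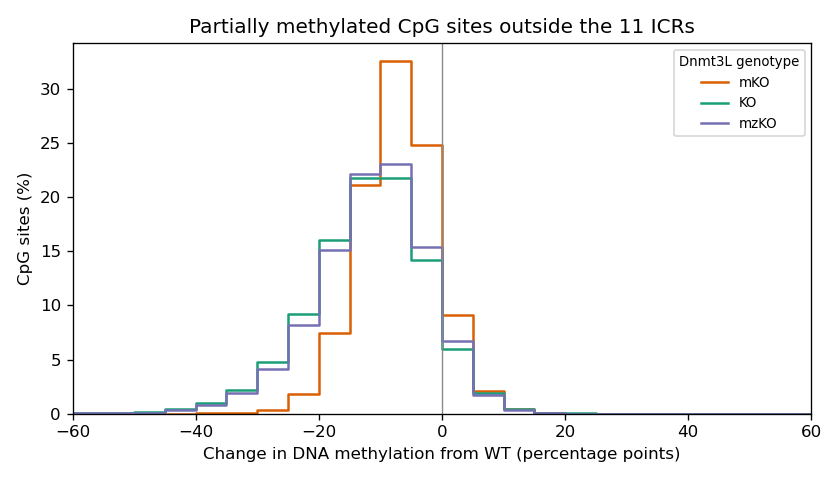
Distribution of the change in methylation from WT (percentage points, horizontal axis, in bins of 5 points) at partially methylated CpG sites outside the 11 ICRs, as a share of sites (%, vertical axis), for each mutant genotype. All 3 distributions lie mostly below 0, with medians of -7.0 points in mKO, -11.2 in KO and -10.6 in mzKO.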

Specifically, ∼8.5% (3074 of 36 198) of partially (20-80%) methylated and ∼1.1% (1207 of 108 956) of highly (≥80%) methylated CpG sites in WT cells were significantly hypomethylated in *Dnmt3l* KO cells. 

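In the files analysed here, 36281 of the sites compared between WT and KO were partially methylated in WT (20 to 80% over all WT reads), and 3060 of them (8.43%) were hypomethylated in KO. Of the 108956 highly methylated sites, 1205 (1.11%) were hypomethylated. The counts depend on the lines: with each line left out in turn, the share of partially methylated sites ranged from 7.10% (without KO line 1) to 10.09% (without KO line 2), and that of highly methylated sites from 1.06% to 1.68%. With the replicate number as a block, the shares were 7.94% and 1.06%. Both fell to 0.0% with the quasi-binomial F test, the largest move of any alternative.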

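In the KO lines, 228 ICR sites were compared with WT and 0 were differentially methylated. The median change at these sites was -0.031 percentage points, and the largest loss at any of them was -24.4 points. The mean over the 177 ICR sites covered in all 11 lines was 47.1% ± 0.1 (SD, n = 2) in KO and 47.9% ± 0.4 (SD, n = 3) in WT, a difference of -0.80 points (exact permutation test, p = 0.2, the smallest p possible with 2 lines against 3). The change of single ICRs ranged from -11.0 points at NAP1L5 (44.4% ± 5.1 in KO, 55.4% ± 4.0 in WT) to 1.3 points at KCNQ1OT1 (50.9% ± 2.3 and 49.6% ± 3.7). At 6 of the 11 ICRs the change was smaller than the SD of the WT lines. At MEST, NAP1L5 and ZAC1 both KO lines were below all WT lines, with mean changes of -9.2, -11.0 and -4.7 points, and at GRB10 both were above, by 1.2 points (exact permutation test, p = 0.2 at each of these 4 ICRs). With 1 line left out, the number of hypomethylated ICR sites was at most 2, without WT line 3. The lowest *q*-value at any ICR site in KO was 1.2e-04 by the likelihood ratio test, so the 0 called sites also reflect the difference threshold. The paper states that CpG sites in ICRs fully resisted hypomethylation in KO cells.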

Notably, CpG sites in ICRs were completely resistant to hypomethylation in these cells (Figure 2B). 

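Of 447708 CpG sites compared between WT and mzKO lines, 3371 were hypomethylated and 2 hypermethylated. In the 11 ICRs, 163 of 185 compared sites were hypomethylated, with a median change of -46.5 percentage points, and the 3208 hypomethylated sites outside the ICRs had a median change of -29.2 points. The mean over the 177 ICR sites covered in all lines was 4.6% ± 0.5 in mzKO, 5.8% ± 1.0 in mKO and 47.9% ± 0.4 in WT (SD, n = 3 each), and the mzKO and WT lines did not overlap (exact permutation test, p = 0.1, the smallest p that 3 lines against 3 allow). At partially methylated sites outside the ICRs the median change, with reads pooled by genotype, was -10.6 points in mzKO and -11.2 points in KO. Over the 28329 such sites covered in all lines, the mzKO lines had 34.7%, 34.5% and 44.1% and the KO lines 38.0% and 39.4%. Lines 1 and 2 of mzKO were thus below both KO lines, and mzKO line 3 was above them. Compared directly with KO, over 451134 sites, mzKO had 173 hypomethylated sites within the ICRs and 20 outside, and 2 hypermethylated sites, both outside. The ZIM2 ICR had 54.6%, 42.4% and 3.9% methylation in mzKO lines 1, 2 and 3, and its mean change did not separate mzKO from WT (exact permutation test, p = 0.3). The IMPACT ICR did not separate them either (exact permutation test, p = 0.2): it had 3 compared sites, of which 0 were hypomethylated, and a mean of 20.9% ± 30.5 in mzKO (SD, n = 3), with 56.1% in mzKO line 3. When mzKO line 3 was left out, 7271 sites were hypomethylated against WT, and with the quasi-binomial F test 0 were, within the ICRs as well as outside. The paper reads the ICR losses as those of mKO cells and the moderate losses elsewhere as those of KO cells, combined in mzKO cells.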

*Dnmt3l* mzKO cells exhibited combined changes of both *Dnmt3l* mKO and *Dnmt3l* KO cells, with severe loss of methylation in CpG sites in ICRs and moderate hypomethylation of many sites in other regions (Figure 2C, E). Taken together, our results indicate that maternal DNMT3L is essential for the establishment of germline imprints, consistent with previous studies (17,28), but has no major effect on global DNA methylation in mESCs, whereas expression of zygotic DNMT3L is important for the methylation levels of a subset of genomic regions, but not for the maintenance of DNA methylation at imprinted loci, in mESCs.

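The effect of each genotype on ICRs and on the rest of the genome can be set side by side over the sites with at least 20 reads in all 11 lines. Over the 177 ICR sites, methylation changed by -42.0 percentage points in mKO, -0.80 in KO and -43.2 in mzKO. Over all 438865 sites, the mean was 23.15% ± 0.16 in WT, 21.95% ± 0.28 in mKO and 20.85% ± 0.77 in mzKO (SD, n = 3 each), and 21.22% ± 0.25 in KO (SD, n = 2). The change from WT was -1.20 points in mKO, -1.93 in KO and -2.30 in mzKO; mKO lines and mzKO lines were all below the WT lines (exact permutation test, p = 0.1 for each, the smallest p that 3 lines against 3 allow). At the partially methylated sites outside the ICRs, the median change was -7.0 points in mKO and -11.2 points in KO. With the replicate number as a block, which leaves out WT line 3, the change in genome mean was -1.84 points in KO. Weighting the sites by their coverage brought the mKO change to -0.16 points and the KO change to 0.16 points. These weights differ between lines, so the weighted changes mix methylation with the spread of the reads over the sites. From the contrast between ICRs and the rest of the genome, the paper concludes that maternal DNMT3L is needed to establish germline imprints without a major effect on global methylation, and that zygotic DNMT3L matters for a subset of other regions and not for keeping imprints.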

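Hypermethylated CpG sites (a gain of at least 25 percentage points, *q*-value at most 0.01) numbered 2 of 534278 in mKO, 6 of 546425 in KO and 2 of 447708 in mzKO, beside 385, 4265 and 3371 hypomethylated sites. These were 8 distinct sites, since 2 were hypermethylated in both KO and mzKO: one in an intron of *En2* (chromosome 5, position 28168849, forward strand; 22.1% in WT, 47.3% in KO, 58.7% in mzKO) and one in an intergenic region of chromosome 9 (position 123925517, reverse strand; 0.55%, 26.9% and 31.2%). At the chromosome 9 site the gain came from 1 line of each genotype, KO line 1 with 39.7% and mzKO line 1 with 57.4%. The other KO and mzKO lines had at most 3.6% there. At the KO sites not called in mzKO, both KO lines were above every WT line. The largest gain among them was on chromosome Y (position 40628127, reverse strand), from 30.0% in WT to 77.4% in KO. There the mzKO lines had 100%, 60.0% and 81.1% and the mKO lines 23.7%, 93.6% and 69.2%, so the gain was not limited to KO. On chromosome 17 (position 56755136) every mzKO line was also above every WT line, with 60.0 to 72.0% against 40.9 to 52.0%. At the other such sites some mzKO lines, but not all, were above every WT line. Both mKO sites were in a promoter on chromosome 12, within 5000 bp of *Sos2* and *Vcpkmt*, at positions 69582819 (6.8% in WT, 32.8% in mKO) and 69582822 (1.7% and 27.8%). Smaller changes were also uneven: 131 sites were higher by 10 points or more in KO at a *q*-value of at most 0.01, and 23379 were lower. The number of hypermethylated sites in KO was 10 with a coverage minimum of 10 reads and 2 with a minimum of 30 reads. It was 3 to 12 with 1 line left out and 0 with the quasi-binomial F test. The last value cannot show an absence of gains, since that test also found 0% of simulated losses of 40 points. The paper contrasts these numbers with the share of regions reported to gain methylation in knockdown cells.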

In sharp contrast to the report by Neri *et al.* that nearly 30% of the differentially methylated regions (DMRs) show gain of methylation in shRNA-mediated *Dnmt3l* KD mESCs (30), we observed only negligible numbers of hypermethylated CpG sites in the *Dnmt3l*-mutant mESC lines (Figure 2A–C). Given that Neri and colleagues showed that DNMT3L deficiency-induced gain of methylation occurred mostly at bivalent promoter regions, it is unlikely that the discrepancy was due to limited coverage of the genome by RRBS, as RRBS preferentially captures CG-rich sequences including many CpG islands and promoters. Indeed, our RRBS data had good coverage of promoter regions (Supplementary Table S3). 

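With promoters defined as in the methods (from 1000 bp upstream to 500 bp downstream of the transcription start site) and curated RefSeq transcripts of GRCm38, 31397 promoters were counted. Between 49.0% (mzKO line 2) and 55.2% (mKO line 2) of them contained at least 1 CpG cytosine with at least 20 reads, and 53.2% ± 0.7 (SD, n = 3) did in WT. Promoters held 56.7% ± 0.3 (SD, n = 3) of all CpG cytosines with at least 20 reads in WT. Of the sites compared between WT and KO, 315856 lay in promoters, and 306034 of these had less than 20% methylation in WT. In KO, 604 promoter sites were hypomethylated and 0 hypermethylated; in mzKO, 509 of 259447 were hypomethylated and 0 hypermethylated; and in mKO, 119 and 2 of 310664. From the promoter coverage the paper argues that limited RRBS coverage is unlikely to explain the discrepancy with the knockdown report.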

Neri and colleagues verified, using bisulfite sequencing analysis, five gene regions (*Rhox5, Cpne8, Enox1, Zxda* and *Hoxa1*) that showed gain of methylation in *Dnmt3l* KD cells (30). 

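The *Enox1* gene lies on chromosome 14 of GRCm38 from 77156763 to 77721763, on the forward strand. The 90 bp of the forward strand from 77157740 to 77157829, which span the 7 CpG sites of Supplementary Figure S4, read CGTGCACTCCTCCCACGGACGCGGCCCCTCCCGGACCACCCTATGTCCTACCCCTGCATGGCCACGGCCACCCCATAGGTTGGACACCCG. The positions given in Supplementary Figure S4 fall on the reverse-strand cytosines of these CpGs, so those 7 cytosines were used; this choice was made after the coverage of each strand had been seen. All 7 had at least 29 reads in every WT line and at least 30 reads in both KO lines. On the forward strand, 2 further cytosines had at least 20 reads in all of these lines, at positions 77157771 and 77157804. In the regions of *Rhox5*, *Cpne8* and *Zxda*, 0 cytosines had at least 20 reads in all WT and KO lines.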

We searched our RRBS data for these regions and found that seven of the 22 CpG sites in the *Enox1* locus analyzed by Neri *et al.* had sufficient coverage (≥20) in both WT and *Dnmt3l* KO samples. However, our data revealed that all the seven sites had lower levels of methylation in *Dnmt3l* KO cells than in WT cells (Supplementary Figure S4). 

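Averaged over the 7 reverse-strand cytosines, *Enox1* methylation was 13.4% ± 2.5 (SD, n = 3) in WT, with 10.6%, 15.6% and 13.9% in lines 1 to 3, and 8.0% ± 0.3 (SD, n = 2) in KO, with 7.8% and 8.2%. Both KO lines were below all WT lines (exact permutation test, p = 0.2, the smallest p that 2 lines against 3 allow). With the mean of the lines, all 7 cytosines had lower values in KO than in WT, and with all reads pooled 6 of the 7 did. The exception was position 77157772, with 20.2% of 104 reads in WT and 20.6% of 68 reads in KO pooled, and 20.84% and 20.78% as means of the lines (Fisher's exact test, adjusted p = 1), so no difference was detectable there at this depth. The largest loss was at position 77157805, from 31.15% of 366 reads to 16.6% of 235 reads (Fisher's exact test, p = 5.394e-05, adjusted p = 0.0002719 over the 9 *Enox1* cytosines tested). Positions 77157762 (12.0% to 1.5%, Fisher's exact test, adjusted p = 0.02314) and 77157829 (14.7% to 8.5%, adjusted p = 0.042) were also lower. At the other 4 cytosines, with 64 to 68 reads in KO, the adjusted p was at least 0.91 by Fisher's exact test. These tests pool the reads of the lines. The change of the mean was -5.33 points and ranged from -6.72 to -4.22 points with 1 line left out. It was -5.06 points with the replicate number as a block, which leaves out WT line 3, and -7.40 points with the mean weighted by coverage. The paper sets this direction against the gain of methylation reported for the locus in knockdown cells.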

To further confirm the results, we performed bisulfite sequencing analysis of the same five gene regions (Supplementary Figure S5). Our data showed that these regions were generally hypomethylated in WT mESCs, in agreement with previous RRBS and WGBS data (48,50), and their methylation levels exhibited either decreases or no changes in *Dnmt3l* KO mESCs (Figure 2F, Supplementary Figure S5).

A key difference between the Neri study and ours was how DNMT3L depletion was achieved. We derived *Dnmt3l* KO mESCs from blastocyst-stage embryos, whereas Neri and colleagues used shRNAs to knock down *Dnmt3l* in an established mESC line. To determine whether the different approaches contributed to the discrepancy in results, we performed KD experiments in the J1 mESC line using the same *Dnmt3l* shRNAs and protocols reported by Neri *et al.* (30). In agreement with their data, all *Dnmt3l* shRNAs substantially reduced DNMT3L levels, with *shDnmt3l* #3 being the most efficient (Figure 3A). Southern blot analysis showed slight loss of methylation at the major satellite repeats in *Dnmt3l* KD mESCs (Figure 3B). The degree of hypomethylation was less than that in *Dnmt3l* KO mESCs (Figure 1D), probably for two reasons: (a) DNMT3L was still present (albeit reduced) in *Dnmt3l* KD mESCs; and (b) these cells were maintained under selection with Puromycin for only three days after transfection of the shRNA plasmids (whereas *Dnmt3l* KO mESCs were cultured for 10–15 passages). Bisulfite sequencing analysis revealed again that the aforementioned five gene regions had low levels of methylation in control (*shLuc*) mESCs and showed either loss of or no changes in methylation in *Dnmt3l* KD mESCs (Figure 3C), contrary to the data of the Neri study that *Dnmt3l* KD led to hypermethylation of these regions (30). While the cause(s) of the discrepancy remain to be determined, one possibility is that the gain of methylation observed by Neri and colleagues was due to partial differentiation of the mESC lines they used. Bivalent promoters are repressed by H3K27me3 and are generally unmethylated or hypomethylated in undifferentiated ESCs. Upon differentiation, some bivalent promoters lose H3K4me3 and become silenced by DNA methylation (48,50).

**Figure 3.**
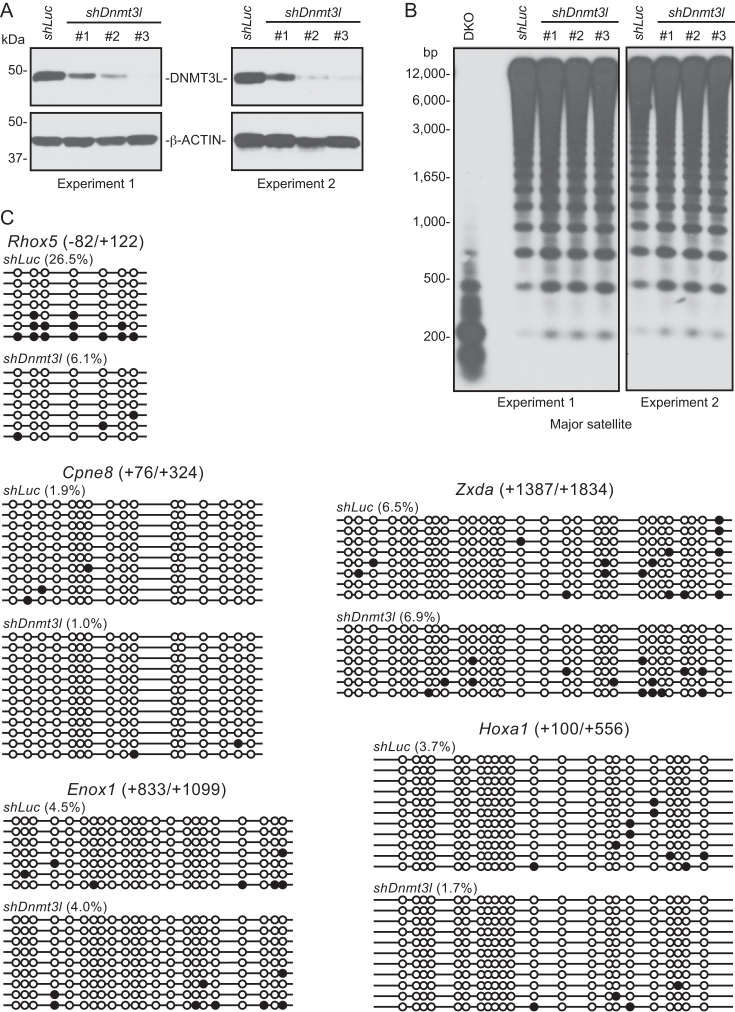
shRNA-induced *Dnmt3l* KD does not lead to gain of methylation. (**A**) Western blot analysis showing that the three *Dnmt3l* shRNAs induced DNMT3L depletion with varying efficiencies (#3>#2>#1). The experiment was performed twice. (**B**) Southern blot analysis showing that *Dnmt3l* KD led to slight decreases of methylation at the major satellite repeats. (**C**) Bisulfite sequencing analysis of the same five gene regions described in Figure 2F, which showed either loss of or no changes in methylation in *Dnmt3l* KD mESCs. Control (*shLuc*) and *Dnmt3l* KD (*shDnmt3l* #3) DNA samples from experiment 1 were used for this experiment.

In summary, our results confirm those of many previous studies that DNMT3L functions as a positive regulator of DNA methylation and provide no evidence that DNMT3L antagonizes DNA methylation in mESCs.

### DNMT3L deficiency mainly affects methylation of DNMT3A target regions

Previous work has demonstrated that the major and minor satellite repeats are preferentially methylated by DNMT3A and DNMT3B, respectively (12). The observation that DNMT3L deficiency resulted in loss of methylation at the major satellite repeats, but not at the minor satellite repeats (Figure 1D, E), led us to hypothesize that DNMT3L preferentially regulates the methylation of DNMT3A target regions.

To test our hypothesis, we sought to compare the DNA methylation profile of *Dnmt3l* KO mESCs with the WGBS data of *Dnmt3a* KO mESCs and *Dnmt3b* KO mESCs that we recently generated (51). 

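A tile qualified when it held at least 3 CpG cytosines covered by at least 10 reads in every line of both genotypes, with each strand counted as a site of its own. This left 50117 tiles for mKO against WT, 51172 for KO against WT and 46831 for mzKO against WT. The 11 ICRs overlapped 20 of the qualified tiles in the mKO and KO comparisons and 17 in the mzKO comparison. With both strands of a CpG merged into 1 site, the numbers of tiles were 49925, 50918 and 46698.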

For the comparisons, the RRBS data were first converted to 500-bp tiles (qualified tiles were defined as those with ≥3 CpG sites and ≥10-fold coverage) (Supplementary Figure S6A–C). 

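In mKO, 31 of 50117 tiles were hypomethylated, 20 of them (64.5%) in the 11 ICRs of Figure 2D, and all 20 qualified ICR tiles were among them. The median change was -44.2 percentage points in the ICR tiles and -32.0 points in the 11 tiles outside. In KO, 335 of 51172 tiles were hypomethylated, 0 of them in the ICRs, with a median change of -28.1 points, and all 335 lost less than 50 points. In mzKO, 250 of 46831 tiles were hypomethylated: all 17 qualified ICR tiles, with a median change of -46.7 points, and 233 others, with a median change of -28.2 points. KO and mzKO shared 164 hypomethylated tiles. No tile was hypermethylated in any genotype (0 tiles in each), and the largest gains of a tile were 12.9 points in mKO, 17.6 in KO and 14.5 in mzKO. With the replicate number as a block, the counts of hypomethylated tiles were 31, 335 and 250. Among the filters, at least 5 sites per tile moved the counts most, to 25 tiles in mKO, 144 in KO and 121 in mzKO. The ICRs then held 80.0% of the mKO tiles. With 1 line left out in turn, the ICR share in mKO was 42.2 to 60.6%, and mzKO had 180 to 792 hypomethylated tiles. With the quasi-binomial F test, 0 tiles were hypomethylated in any genotype. The paper describes its own tile counts as again showing few, mostly ICR losses in mKO, moderate losses in KO, and both combined in mzKO.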

Again, *Dnmt3l* mKO cells had only a small number of hypomethylated tiles, with the majority (22/30, 73%) being in ICRs and showing severe loss of methylation (Supplementary Figure S6A), *Dnmt3l* KO cells had ∼10 times more hypomethylated tiles (331), mostly with moderate loss of methylation (Supplementary Figure S6B), and *Dnmt3l* mzKO showed the combined changes (Supplementary Figure S6C), whereas none of the cell lines had any hypermethylated tiles (Supplementary Figure S6A-C). 

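Each hypomethylated tile was assigned by its midpoint to a location relative to curated RefSeq transcripts of GRCm38, with the order of priority given in the methods. In mKO, 13 of 31 tiles (41.9%; 95% Wilson confidence interval 26.4 to 59.2%) lay in promoters, 6 in exons and 6 in introns (19.4% each), and 3 in intergenic regions (9.7%). Promoters made up 37.1% of all qualified tiles, within that interval. In KO, 109 of 335 tiles (32.5%, interval 27.7 to 37.7%) were intergenic and 82 (24.5%) in introns. Promoters held 53 (15.8%, interval 12.3 to 20.1%), upstream regions 41 (12.2%, interval 9.2 to 16.2%), downstream regions 26 (7.8%) and exons 18 (5.4%). Among all qualified tiles of the KO comparison, 17.2% were intergenic, 36.7% in promoters and 6.0% upstream, all outside the intervals for the hypomethylated tiles. Only a tile with at least 25% methylation in WT can lose 25 points. Of the 315856 promoter sites compared in KO, 306034 had less than 20% in WT. All qualified tiles are therefore no like background, in mKO as in KO, and these contrasts cannot decide on enrichment or depletion. In mzKO, 69 of 250 tiles (27.6%) were intergenic, 58 (23.2%) in introns, 43 (17.2%) in promoters, 36 (14.4%) upstream and 25 (10.0%) in exons. Tiles shifted by 250 bp gave 34.5% in promoters in mKO and 33.5% intergenic in KO. The paper connects the promoter share in mKO with the enrichment of ICRs, and reads the KO and mzKO distributions as mostly intergenic, intragenic and promoter regions.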

Analysis of the genomic distribution of the hypomethylated tiles revealed that, in *Dnmt3l* mKO cells, nearly half of them were in promoters, consistent with their enrichment in ICRs, and in *Dnmt3l* KO and *Dnmt3l* mzKO cells, they were mostly located in intergenic regions, gene bodies (introns and exons), and promoters (Supplementary Figure S6D).

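With hypomethylated tiles defined by a loss of at least 25 percentage points and a *q*-value of at most 0.01, and unchanged tiles by a difference under 5 points and a *q*-value above 0.1, KO had 335 hypomethylated tiles, with a median change of -28.1 points, and 25917 unchanged tiles (50.6% of the 51172 qualified tiles), with a median change of -0.11 points. The remaining 24920 tiles met neither definition. The number of unchanged tiles depends on the test, since their definition includes a *q*-value above 0.1: it was 27429 with the replicate number as a block, 20996 with Storey's *q*-values and 36854 with the quasi-binomial F test. The tiles of *Dnmt3a* KO and *Dnmt3b* KO cells were not analysed here.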

We extracted hypomethylated tiles (methylation loss ≥ 25% and *q*-value ≤ 0.01) and unchanged tiles (methylation difference < 5% and *q*-value > 0.1, these criteria were used to select the ‘true’ unchanged tiles by excluding those with methylation loss of 5–25%) in *Dnmt3l* KO mESCs and then compared the DNA methylation changes of the corresponding tiles in *Dnmt3a* KO and *Dnmt3b* KO mESCs relative to WT mESCs. As shown in the violin plots in Figure 4A, the tiles that were hypomethylated in *Dnmt3l* KO cells (Group A) exhibited more severe hypomethylation in *Dnmt3a* KO cells and less severe hypomethylation in *Dnmt3b* KO cells, and the unchanged tiles in *Dnmt3l* KO cells (Group B) were mostly also unchanged in *Dnmt3a* KO and *Dnmt3b* KO cells. Of the 302 hypomethylated tiles in *Dnmt3l* KO cells that were common in *Dnmt3a* KO and *Dnmt3b* KO cells, 265 (∼88%) showed significant hypomethylation in *Dnmt3a* KO cells, whereas only 77 (∼25%) were significantly hypomethylated in *Dnmt3b* KO cells. Of the 23 125 unchanged tiles in *Dnmt3l* KO cells that were common in *Dnmt3a* KO and *Dnmt3b* KO cells, 19 135 (∼83%) in *Dnmt3a* KO and 22 790 (∼99%) in *Dnmt3b* KO cells also showed no significant changes in methylation (Figure 4B). These results suggest that DNMT3L deficiency mainly impairs DNA methylation in DNMT3A target regions in mESCs, in agreement with evidence obtained from genetic studies in mouse that DNMT3L is functionally more critical for DNMT3A than for DNMT3B (13,14,17,28).

**Figure 4.**
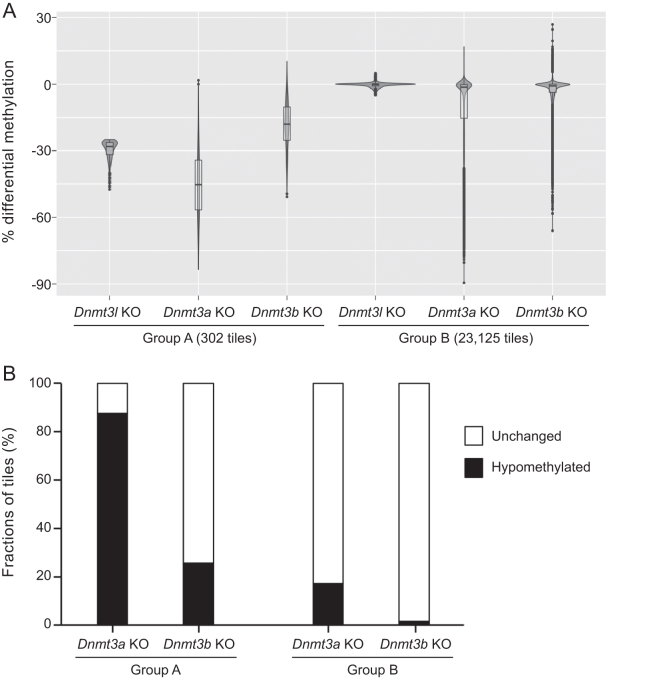
DNMT3L deficiency mainly affects DNMT3A-methylated regions. (**A**) Violin plots of methylation changes using 500-bp tile resolution showing that hypomethylated tiles (methylation loss ≥ 25% and *q*-value ≤ 0.01) in *Dnmt3l* KO (Group A) display more severe hypomethylation in *Dnmt3a* KO mESCs and less severe hypomethylation in *Dnmt3b* KO mESCs, whereas unchanged tiles (methylation difference < 5% and *q*-value > 0.1) in *Dnmt3l* KO mESCs (Group B) are mostly unchanged in *Dnmt3a* KO and *Dnmt3b* KO mESCs. (**B**) Bar graphs showing the fractions (percentages) of hypomethylated and unchanged tiles in *Dnmt3a* KO and *Dnmt3b* KO mESCs (relative to WT mESCs) in Group A and Group B.

### DNMT3A is unstable in the absence of DNMT3L

Biochemical studies indicate that DNMT3L interacts with both DNMT3A and DNMT3B and stimulates their catalytic activities (18–21). Why DNMT3L preferentially regulates DNMT3A-mediated DNA methylation *in vivo* is an open question. To gain insights into the mechanism underlying the functional specificity of DNMT3L, we first examined the expression of the DNMT proteins in *Dnmt3l*-deficient mESCs by Western blot. As compared to WT mESCs, *Dnmt3l* KO and mzKO mESCs, but not *Dnmt3l* mKO mESCs, showed marked (>70%) decreases in DNMT3A2, moderate (∼35–40%) decreases in DNMT3A1 and slight (∼20–25%) decreases in DNMT3B, whereas DNMT1 was expressed at comparable levels in all the cell lines (Figure 5A, B). DNMT3A2 decreases were also observed in shRNA-induced *Dnmt3l* KD mESCs, which were commensurate with *Dnmt3l* KD efficiencies (Supplementary Figure S7). These results suggest that downregulation of DNMT3A, especially DNMT3A2, the predominant isoform in mESCs (52), largely contributed to the preferential effect of DNMT3L deficiency on DNMT3A targets.

**Figure 5.**
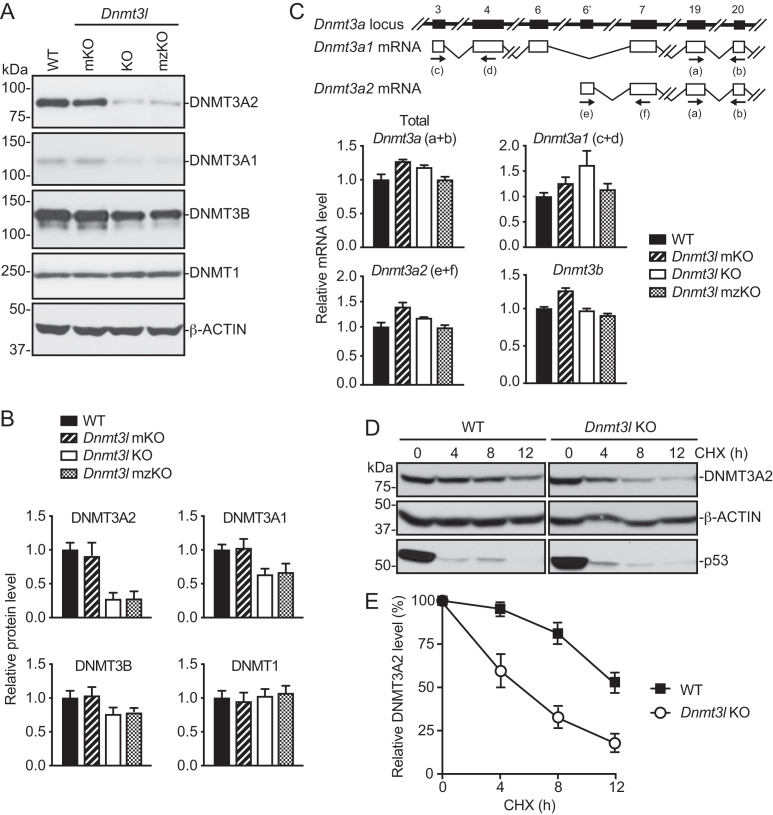
DNMT3A is unstable in the absence of DNMT3L. (**A** and **B**) Western blot analysis of DNMT proteins in DNMT3L-deficient mESCs. Shown are representative blots (A) and quantification of the data (mean + SD from four independent experiments) by densitometry using ImageJ (B). (**C**) RT-qPCR analysis of *Dnmt3a* and *Dnmt3b* mRNAs in DNMT3L-deficient mESCs (mean + SD from two independent experiments). The *Dnmt3a* locus and the two major *Dnmt3a* transcripts, *Dnmt3a1* and *Dnmt3a2*, as well as the locations of the primers (a–f), are schematically shown at the top. (**D** and **E**) Analysis of DNMT3A2 protein stability by inhibiting protein synthesis with cycloheximide (CHX) and then monitoring DNMT3A2 levels by Western blot for different periods of time. p53 was used as a positive control for the effect of CHX treatment, and β-ACTIN was used as a loading control. Shown are representative blots (D) and quantification of the data (mean ± SD from three independent experiments) by densitometry using ImageJ (E).

Transcription of the two *Dnmt3a* isoforms in mESCs—*Dnmt3a1* (minor isoform) and *Dnmt3a2* (major isoform)—was driven by different promoters (52). RT-qPCR analysis using specific primers revealed that *Dnmt3a1, Dnmt3a2*, total *Dnmt3a*, as well as *Dnmt3b*, mRNA levels were not altered in *Dnmt3l* KO mESC lines (Figure 5C). These data suggest that the decrease in DNMT3A proteins in *Dnmt3l* KO cells was due to dysregulation at the post-transcriptional level.

We next examined whether DNMT3A protein stability is affected in the absence of DNMT3L. To this end, we treated *Dnmt3l* KO and WT mESCs with the protein synthesis inhibitor cycloheximide (CHX) and then monitored the rates of DNMT3A2 decline over time (DNMT3A1 level is too low in mESCs to accurately quantify). p53, a protein that turns over rapidly, was used as a control for the efficacy of CHX treatment, and β-ACTIN, a highly stable protein, served as a loading control. In the absence of DNMT3L, DNMT3A2 declined substantially more rapidly (Figure 5D). By measuring the intensities of the DNMT3A2 bands, we estimated that the half-life of DNMT3A2 protein was reduced to ∼6 hr in *Dnmt3l* KO mESCs, as opposed to more than 12 h in WT mESCs (Figure 5E). These results demonstrate that DNMT3L is required for DNMT3A2 protein stability in mESCs.

Two major pathways—the ubiquitin-proteasome pathway and lysosomal proteolysis—mediate protein degradation in eukaryotic cells. We therefore investigated whether these pathways were involved in DNMT3A2 degradation in the absence of DNMT3L. We treated *Dnmt3l* KO and WT mESCs with the proteasome inhibitor MG132 or the lysosome inhibitor Bafilomycin A1 (Baf-A1) for different periods of time and then examined DNMT3A2 levels by Western blot analysis. Although the inhibitors were highly effective, as evidenced by the dramatic accumulation of p53 and LC3B-II, respectively, they failed to rescue DNMT3A2 levels in *Dnmt3l* KO mESCs (Supplementary Figure S8A, B). These results suggest that a mechanism independent of the ubiquitin-proteosome and lysosomal proteolysis pathways is responsible for DNMT3A2 degradation in DNMT3L-deficient mESCs.

### DNMT3L-DNMT3A2 complex formation is critical for DNMT3A2 stability

Biochemical and structural studies have shown that DNMT3L and DNMT3A directly interact via their C-terminal regions (24–26). We therefore hypothesized that formation of the DNMT3L-DNMT3A2 complex could lead to DNMT3A2 stabilization. To test the hypothesis, we first sought to engineer a DNMT3L point mutation that would abolish DNMT3L-DNMT3A interaction by substituting phenylalanine 297 of mouse DNMT3L with aspartate (F297D). F297 (equivalent to F261 in human DNMT3L) is a critical residue involved in interacting with DNMT3A, and replacing this hydrophobic amino acid with the negatively charged aspartate has been shown to abolish the ability of DNMT3L to stimulate DNMT3A catalytic activity (24,26). By co-immunoprecipitation (co-IP) experiments using Myc-tagged DNMT3L proteins transiently expressed in mESCs, we confirmed that WT DNMT3L interacted with endogenous DNMT3A2 and that the F297D mutation largely disrupted the interaction (Figure 6A). We then performed rescue experiments to compare the effects of WT DNMT3L and the F297D mutant in restoring DNMT3A2 levels in *Dnmt3l* KO mESCs. To this end, Myc-tagged DNMT3L or the F297D mutant was transfected in *Dnmt3l* KO mESCs, and individual stable clones were obtained after 7–10 days of selection with blasticidin. Expression of WT DNMT3L, but not the F297D mutant, resulted in obvious restoration of DNMT3A2 levels, as compared to stable clones transfected with the empty vector (Figure 6B). To verify that formation of the DNMT3L-DNMT3A2 complex led to DNMT3A2 stabilization, we again assessed DNMT3A2 stability, as described above (Figure 5D, E), in the stable clones reconstituted with Myc-tagged DNMT3L proteins. Indeed, DNMT3A2 stability almost completely recovered in cells expressing WT DNMT3L (half-life: ∼12 h), and the effect was not observed in cells expressing the F297D mutant (Figure 6C, D). Southern blot analysis also confirmed that the DNA methylation level at the major satellite repeats was rescued to a large extent in *Dnmt3l* KO mESCs reconstituted with WT DNMT3L, whereas expression of the F297D mutant protein had no effect (Figure 6E). Taken together, these results support our hypothesis that DNMT3L, by interacting with DNMT3A2 to form a complex, prevents DNMT3A2 from being degraded.

**Figure 6.**
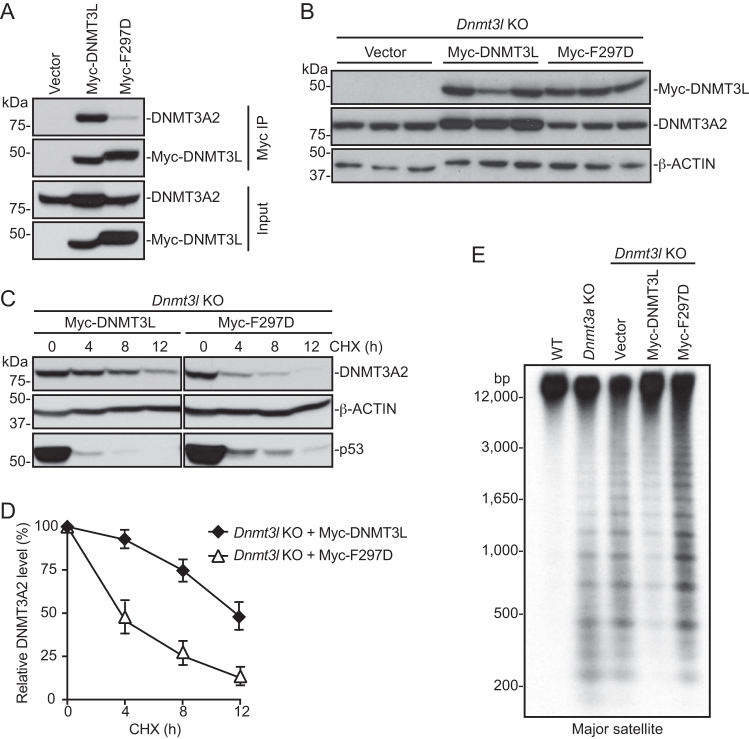
The ability of DNMT3L to interact with DNMT3A2 is critical for DNMT3A2 stability. (**A**) Co-immunoprecipitation experiment showing that Myc-tagged WT DNMT3L, but not the F297D mutant, interacts with endogenous DNMT3A2. (**B**) Western blot analysis showing that stable expression of WT DNMT3L, but not the F297D mutant, rescues DNMT3A2 levels in *Dnmt3l* KO mESCs. Different lanes represent independent clones. (**C** and **D**) Analysis of DNMT3A2 protein stability showing that WT DNMT3L, but not the F297D mutant, restores DNMT3A2 stability. Shown are representative blots (C) and quantification of the data (mean ± SD from three independent experiments) by densitometry using ImageJ (D). (**E**) Southern blot analysis showing that expression of WT DNMT3L, but not the F297D mutant, in *Dnmt3l* KO mESCs results in recovery of DNA methylation at the major satellite repeats.

### Restoring DNMT3A level in *Dnmt3l* KO mESCs partially recovers DNA methylation

Our data indicated that DNMT3L plays a crucial role in maintaining DNMT3A protein stability, in addition to its known function in stimulating DNMT3A catalytic activity (18,19,21). To determine the relative contributions of the two regulatory effects of DNMT3L in DNMT3A-mediated DNA methylation, we asked whether restoring the DNMT3A level in the absence of DNMT3L would be sufficient to rescue DNA methylation. We generated stable clones in *Dnmt3l* KO mESCs expressing Myc-tagged DNMT3A1 or DNMT3A2. We selected clones with protein levels close to the endogenous DNMT3A2 level in WT mESCs for experiments (Figure 7A). Southern blot analysis revealed that expression of either DNMT3A1 or DNMT3A2 in *Dnmt3l* KO mESCs substantially restored the methylation levels at the major satellite repeats, although the rescue efficiency of DNMT3A proteins was not as high as that of DNMT3L (Figure 7B). This observation, together with previous *in vitro* studies showing that the interaction of DNMT3L increases the catalytic efficiency of DNMT3A enzyme (21), led us to conclude that maintaining DNMT3A protein stability is an important aspect of DNMT3L function and that the regulatory roles of DNMT3L in DNMT3A abundance and catalytic activity both contribute to DNMT3A-dependent DNA methylation *in vivo* (Figure 7C).

**Figure 7.**
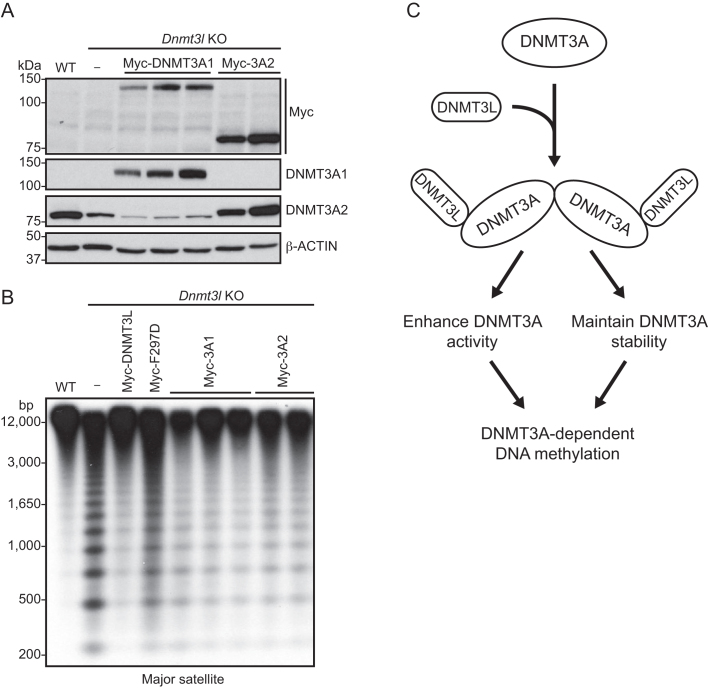
Restoring DNMT3A levels in *Dnmt3l* KO mESCs partially rescues DNA methylation. (**A**) Western blots with Myc and DNMT3A antibodies showing the expression of Myc-DNMT3A1 or Myc-DNMT3A2 in stable clones generated in *Dnmt3l* KO mESCs. Different lanes represent independent clones. (**B**) Southern blot analysis showing partial recovery of DNA methylation at the major satellite repeats in Myc-DNMT3A1 or Myc-DNMT3A2 stable clones generated in *Dnmt3l* KO mESCs. (**C**) Proposed model suggesting that the formation of the DNMT3L–DNMT3A complex (heterotetramers) results in stimulation of DNMT3A activity and maintenance of DNMT3A stability, both contributing to the role of DNMT3L in facilitating DNA methylation.

## DISCUSSION

DNMT3L is a key regulator of *de novo* DNA methylation. Based on its ability to stimulate the enzymatic activities of DNMT3A and DNMT3B *in vitro* (18,19,21), it is generally assumed that DNMT3L functions primarily as a cofactor of these enzymes. In this study, we demonstrate that, in mESCs, DNMT3L also regulates the abundance of these *de novo* methyltransferases, especially DNMT3A2, the predominant DNMT3A protein product in mESCs (52). Our results indicate that DNMT3L, via interacting with DNMT3A2 to form a complex, prevents DNMT3A2 from being degraded. DNMT3L-deficient mESCs show hypomethylation at genomic regions that are mainly DNMT3A targets, including the major satellite repeats. Restoring DNMT3A amount (by forced expression of either DNMT3A1 or DNMT3A2) in DNMT3L-deficient mESCs partially, but significantly, rescues DNA methylation levels at the major satellite repeats. Therefore, we conclude that the regulatory roles of DNMT3L in DNMT3A activity and stability both contribute to DNMT3A-dependent methylation and functions (Figure 7C).

During the mammalian life cycle, two waves of *de novo* DNA methylation take place—the first occurring shortly after implantation, which establishes the initial methylation pattern in the embryo, and the second occurring during germ cell maturation, which establishes germ line-specific methylation marks, including genomic imprints (1,2). Genetic studies and genome-wide DNA methylation analysis suggest that DNMT3B plays a major role in *de novo* methylation during embryogenesis (first wave) and DNMT3A is largely responsible for *de novo* methylation in germ cells (second wave) (13,14,42,43,53). DNMT3L is essential for DNMT3A-mediated methylation in germ cells but appears to be dispensable for DNMT3B-mediated methylation and functions during embryonic development (17,28,29,42,43). Our finding that DNMT3L preferentially stabilizes DNMT3A, especially DNMT3A2, in mESCs provides a plausible explanation for the functional specificity of DNMT3L *in vivo*. Specifically, *Dnmt3l* KO and *Dnmt3a* KO mice exhibit almost identical germline phenotypes (14,17,28). Both DNMT3A2 and DNMT3L are highly expressed in prospermatogonia and growing oocytes (54,55), the stages when active *de novo* DNA methylation occurs during gametogenesis. It will be interesting to determine whether DNMT3L is important for maintaining DNMT3A2 stability in the germline.

While the zygotic function of DNMT3L is not required for mammalian development (17,28), our results suggest that it may be involved in the regulation of DNA methylation at a subset of genomic regions during early embryogenesis. However, previous work has shown that DNA methylation subsequently ‘catches up’ in *Dnmt3l* KO embryos due to upregulation of *Dnmt3a* and *Dnmt3b* transcription (56). Indeed, upon cellular differentiation, *Dnmt3l* is quickly silenced, and *Dnmt3a* and *Dnmt3b* transcription is transiently upregulated and then maintained at low levels in differentiated cell types. Our data indicate that DNMT3L does not regulate *Dnmt3a* and *Dnmt3b* transcription in mESCs. It remains to be determined whether DNMT3L deficiency affects *Dnmt3a* and/or *Dnmt3b* transcription during cellular differentiation. We attempted to address this issue by performing the EB formation assay but found that *Dnmt3l* KO mESCs exhibited obvious differentiation defects. While this observation was in agreement with previous findings that DNA hypomethylation impairs mESC differentiation (31,46), it was counterintuitive, given that *Dnmt3l* KO mice exhibit no obvious developmental phenotype (17,28). It is possible that the *Dnmt3l* KO mESCs we used (which had been cultured for 10–15 passages) had more severe hypomethylation than *Dnmt3l* KO embryos and/or that EB formation cannot recapitulate the mechanisms that recover DNA methylation deficiencies during development in utero.

It remains to be determined why DNMT3L deficiency has a more severe effect on DNMT3A2 stability than on DNMT3A1 and DNMT3B levels. While recombinant or exogenously expressed DNMT3A, DNMT3B and DNMT3L proteins are capable of interacting with each other (19,21–23), there is evidence that endogenous DNMT3L physically interacts with DNMT3A2, but not with DNMT3A1 and DNMT3B, in mESCs (57). This provides a possible explanation for the preferential effect of DNMT3L on DNMT3A2 stability. The full-length DNMT3A1 and DNMT3B proteins have high sequence homology except a variable region at their N termini, and this region is absent in the shorter DNMT3A2 isoform (52). However, this variable region is unlikely to be directly involved in interacting with DNMT3L, as structural evidence indicates that the DNMT3L-DNMT3A2 interaction is mediated by their C-terminal regions (24,25). One possibility that endogenous DNMT3A1 and DNMT3B fail to form complexes with DNMT3L in mESCs is that they are less accessible to DNMT3L. DNMT3A1 and DNMT3B are tightly associated with chromatin, especially heterochromatin, whereas DNMT3A2 seems to be more loosely bound to chromatin (52). That DNMT3A2 is relatively more soluble and more widely distributed perhaps makes it more susceptible to degradation in the absence of DNMT3L. Alternatively, the extra sequences in the full-length DNMT3A1 and DNMT3B proteins may protect them from being degraded. Another factor that needs to be considered is that, in mESCs, DNMT3A2 is far more abundant than DNMT3A1 (52), which may make DNMT3A2 more sensitive to the effects of DNMT3L deficiency. DNMT3B is also abundantly expressed in mESCs. However, *Dnmt3b* produces multiple alternatively spliced isoforms, some of which have no catalytic activity but may play regulatory roles in DNMT3B-mediated methylation (58), similar to the effects of DNMT3L on DNMT3A. While the mechanism by which DNMT3A2 is degraded remains to be elucidated, our data suggest that it is likely independent of the ubiquitin–proteasome and lysosomal proteolysis pathways. Previous work has shown that DNMT3L converts DNMT3A from heterogeneous large homomultimers into a defined, soluble heterotetramer, because it lacks one of the protein-protein interaction interfaces present in DNMT3A (59). In the absence of DNMT3L, aggregated DNMT3A may be prone to degradation.

In agreement with previous studies in germ cells, embryos and mESCs (17,28,29,42,43,45,56,57,60), our results show that DNMT3L is a positive regulator of DNA methylation. The quality of our mESC lines and RRBS datasets was validated by expected patterns in methylation at ICRs, which are major DNMT3L targets. Specifically, maternal ICRs showed ∼50% methylation in WT mESCs (consistent with monoallelic methylation), severe hypomethylation in *Dnmt3l* mKO and mzKO mESCs, and complete resistance to hypomethylation in *Dnmt3l* KO mESCs. Our RRBS analysis showed no evidence of gain of methylation in DNMT3L-deficient mESCs reported by Neri *et al.* (30). The conclusion of the Neri study was based on genome-wide MeDIP-seq data and bisulfite sequencing analysis of individual loci in shRNA-induced *Dnmt3l* KD mESCs. However, their MeDIP-seq analysis had serious flaws. Most notably, the lack of replicates, both biological and technical, would hamper normalization and comparison of samples based on statistical power. Indeed, we re-analyzed their MeDIP-seq data. A striking outcome of these analyses was that the frequency of hypomethylated and hypermethylated counts varied significantly depending on the methods of normalization, blurring the conclusion to what extent hypermethylation is actually present. Thus, confidence in any conclusion derived from that dataset is unwarranted. Also, our bisulfite sequencing analysis of both *Dnmt3l* KO and shRNA-induced *Dnmt3l* KD mESCs could not reproduce the gain of methylation at the five bivalent promoter regions verified by Neri *et al.* (30). Differences in the methods of DNA methylation analysis and the mESC lines may have contributed to the discrepancy between the two studies. As capture of DNA by MeDIP is highly influenced by local CpG density, and so is the efficiency of amplification during library preparation, MeDIP-seq is being replaced by more accurate, bisulfite conversion-based methods, such as RRBS and WGBS. ESCs are prone to differentiation, which results in gain of methylation at some genomic regions, including bivalent promoters (48). We noticed that even the control (shGFP) mESC line used in the Neri study had universally higher methylation levels at the five bivalent promoters than all the mESC lines (WT, *Dnmt3l* KO, *shLuc* and *shDnmt3l*) we used. More troubling was the observation by Neri *et al.* that their *Dnmt3l* KD mESCs exhibited morphological alterations (30), which we did not observe. Another difference was that, unlike our *Dnmt3l* KD and *Dnmt3l* KO mESC lines that exhibited decreased DNMT3A2 levels, Neri *et al.* showed no changes in the protein level of DNMT3A (the band shown was likely DNMT3A2 based on the signal intensity) in their *Dnmt3l* KD cells (30). However, from their microarray data, *Dnmt3a1* and *Dnmt3a2* transcripts were undetectable in all samples, and *Dnmt3b* and *Pou5f1* (encoding OCT4) transcripts were also substantially decreased in the sample with the highest *Dnmt3l* KD efficiency (shRNA #3). *Dnmt3a2, Dnmt3b* and *Pou5f1* are supposed to be highly expressed in undifferentiated mESCs and become downregulated during differentiation. Based on these indications, it is highly likely that the gain of methylation observed by Neri and colleagues was an artifact of partial differentiation of the mESC lines they used.

In summary, we demonstrate in this study that DNMT3L is important for DNMT3A stability, in addition to its role in regulating DNMT3A catalytic activity. Our finding helps better understand the functional specificity of DNMT3L *in vivo* (i.e. regulating DNMT3A-dependent methylation and functions, such as the establishment of genomic imprints in germ cells).

## DATA AVAILABILITY

The RRBS data has been deposited in the GEO database (accession number GSE116489).

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: DNMT3L facilitates DNA methylation partly by maintaining DNMT3A stability in mouse embryonic stem cells
**Source:** Nucleic Acids Res. 2018 Oct 13;47(1):152–67. doi: 10.1093/nar/gky947
**Supplement:** Supplementary Data

**Supplementary Table S1. Primers and oligonucleotides used in the study**

| Application   | Target                    | Sequence (5' to 3')                                                   | Reference  |
|---------------|---------------------------|-----------------------------------------------------------------------|------------|
| Cloning       | Dnmt3L (F)                | <u>AGGGAATT</u> CCCCGGGAGACACCTTCTTC                                  | This study |
| Cloning       | Dnmt3L (R)                | TCAG <u>AAATTC</u> TAAAGAGGAAGTGAGTTTGG                               | This study |
| Cloning       | Dnmt3L F297D (F)*         | CTGGTACATGgaCCAGTTCACCGGATCCT                                         | This study |
| Cloning       | Dnmt3L F297D (R)*         | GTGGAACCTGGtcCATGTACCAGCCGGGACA                                       | This study |
| Cloning       | Dnmt3a1 (F)               | CCTGAATTCGCCCTCCAGCGGCCCCGG                                           | This study |
| Cloning       | Dnmt3a2 (F)               | TGCG <u>AAATTC</u> GAAATGCTGTGGAAGAGAAC                               | This study |
| Cloning       | Dnmt3a (R)                | CACGAATTCAGTTTGCCCCCATGTCCCT                                          | This study |
| Southern blot | Major satellite probe     | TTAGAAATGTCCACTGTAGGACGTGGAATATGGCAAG                                 | 12         |
| Southern blot | Minor satellite probe     | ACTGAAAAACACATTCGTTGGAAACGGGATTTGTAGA<br>ACAGTGTATATCAATGAGTTACAATGAG | 33         |
| Genotyping    | Sry (F)                   | TCTTAAACTCTGAAGAAGAGAC                                                | This study |
| Genotyping    | Sry (R)                   | GTCTTGCCGTGTATGTGATGG                                                 | This study |
| Genotyping    | Dnmt3L (F)                | CTGTGAGAGCCCCGACTGTACCAG                                              | This study |
| Genotyping    | Dnmt3L (R)                | CAGAGGGAATGGCTGAATGGTGGC                                              | This study |
| Genotyping    | Neomycin <sup>r</sup> (F) | ATGGGATCGGCCATTGAACAAG                                                | This study |
| Genotyping    | Neomycin <sup>r</sup> (R) | CATCGCCATGGGTCACGACGAGATC                                             | This study |
| Bisulfite seq | Cpne8 (F)                 | GTAGTTTGGATGTGGGTT                                                    | This study |
| Bisulfite seq | Cpne8 (R)                 | CAACATACAACCTTCTCACCAA                                                | This study |
| Bisulfite seq | Rhox5 (F)                 | TAGTAAAGAAGTTATGGGTAAATTG                                             | This study |
| Bisulfite seq | Rhox5 (R)                 | ATCCCTACTAAACATTCCTAACCAC                                             | This study |
| Bisulfite seq | Enox1 (F)                 | TTGGGAATTGGATATAAGGATAGG                                              | 30         |
| Bisulfite seq | Enox1 (R)                 | TTATAAAATCAACCAATCAAAACCC                                             | 30         |
| Bisulfite seq | Hoxa1 (F)                 | GATAATGTAAGAATGAATTTTTTTT                                             | 30         |
| Bisulfite seq | Hoxa1 (R)                 | TACCCCCAACATAACCCTAATAATA                                             | 30         |
| Bisulfite seq | Zxda (F)                  | GAGTAGGAGAATTTTTTTTAAATG                                              | 30         |
| Bisulfite seq | Zxda (R)                  | AAATTATACTATAACCTTTCAAATACTC                                          | 30         |
| RT-qPCR       | Dnmt3a (F)                | GTTCTACCGCCTCCTGCATGATGC                                              | This study |
| RT-qPCR       | Dnmt3a (R)                | GCCCTGTGTGCAGCAGACACTTC                                               | This study |
| RT-qPCR       | Dnmt3a1 (F)               | GAGGCCTGGCCGGAAGCGCAAGCAC                                             | This study |
| RT-qPCR       | Dnmt3a1 (R)               | GTCTCAGTTCCTCTCCTTCAGCTG                                              | This study |
| RT-qPCR       | Dnmt3a2 (F)               | GAGGGGCTGCACCTGGCCTTATG                                               | This study |
| RT-qPCR       | Dnmt3a2 (R)               | AGCATCCCCCTCCTACTGGCTCAG                                              | This study |
| RT-qPCR       | Dnmt3b (F)                | GGAGGCCCATTAGAGTCCTGTCTC                                              | This study |
| RT-qPCR       | Dnmt3b (R)                | CACCAATCACCAAGTCGAACGGGC                                              | This study |
| RT-qPCR       | GAPDH (F)                 | AAGAGAGGCCCTATCCCAACTC                                                | This study |
| RT-qPCR       | GAPDH (R)                 | TTGTGGGTGCAGCGAACTTTATTG                                              | This study |

Bisulfite seq, Bisulfite sequencing; F, forward primer; R, reverse primer. EcoRI site used for cloning is underlined. \*Primers used together with Dnmt3L (F) and Dnmt3L (R) to generate the Dnmt3L F297D mutation (altered nucleotides in lower case).

**Supplementary Table S2. Antibodies used in the study**

| Application | Antibody       | Dilution | Vendor & Catalogue # |
|-------------|----------------|----------|----------------------|
| WB          | DNMT3L         | 1:1,000  | Cell Signaling 12309 |
| WB          | DNMT3A         | 1:4,000  | Abcam 13888          |
| WB          | DNMT3B         | 1:2,000  | Abcam 13604          |
| WB          | DNMT1          | 1:1,000  | Cell Signaling 5032  |
| WB          | p53            | 1:1,000  | Cell Signaling 2524  |
| WB          | LC3B           | 1:1,000  | Cell Signaling 2775  |
| WB          | OCT4           | 1:1,000  | Abcam 19857          |
| WB          | SOX2           | 1:1,000  | Abcam 97959          |
| WB          | $\beta$ -ACTIN | 1:5,000  | Sigma A5441          |
| WB          | Myc tag        | 1:5,000  | Cell Signaling 2278  |
| IP          | Myc tag        | 1:5,000  | Sigma M4439          |
| IF          | 5mC            | 1:2,000  | Millipore MABE146    |
| IF          | 5hmC           | 1:1,000  | Active Motif 39769   |

WB, Western blot; IP, immunoprecipitation; IF, immunofluorescence

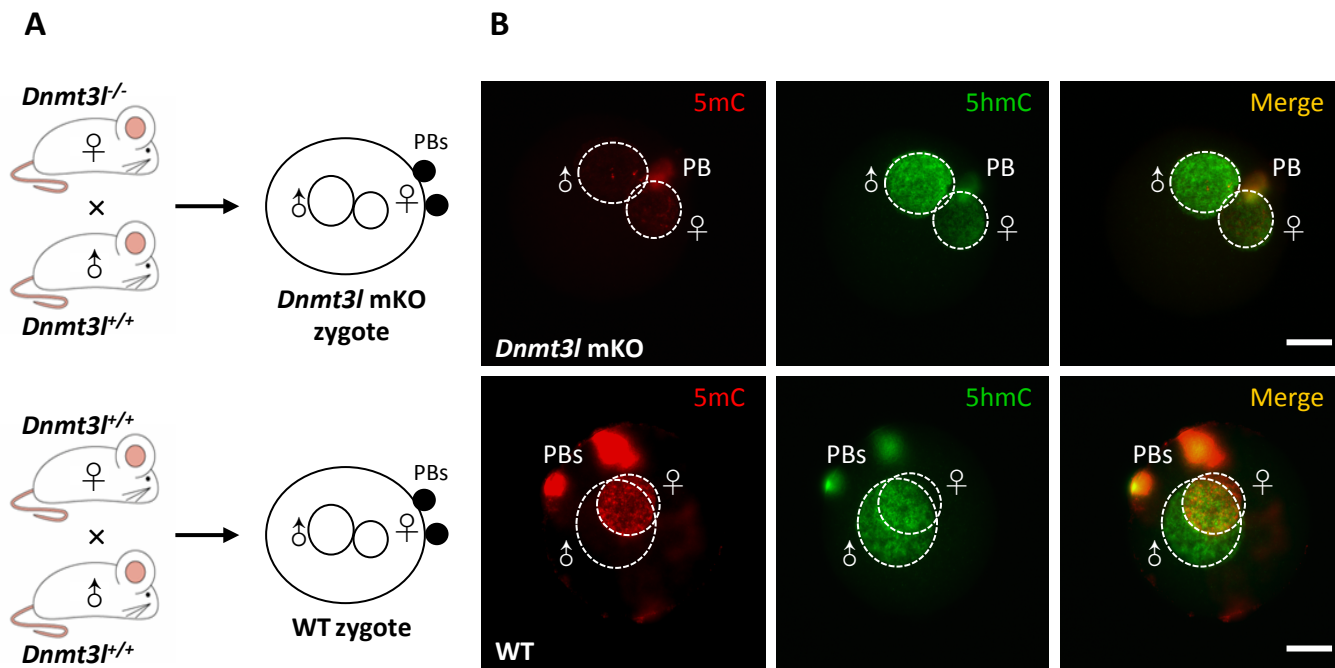

**Supplementary Figure S1. Zygotes derived from *Dnmt3l*<sup>-/-</sup> female mice show global DNA hypomethylation.** (A) Mouse breeding strategies to obtain *Dnmt3l* mKO and WT zygotes. (B) 5mC and 5hmC staining showing that, in a *Dnmt3l* mKO zygote, the female pronucleus is globally hypomethylated and the male pronucleus undergoes 5mC-to-5hmC transition normally (compared to a WT zygote). The male and female pronuclei, as well as polar bodies (PBs), are indicated. Scale bars, 50  $\mu$ m.

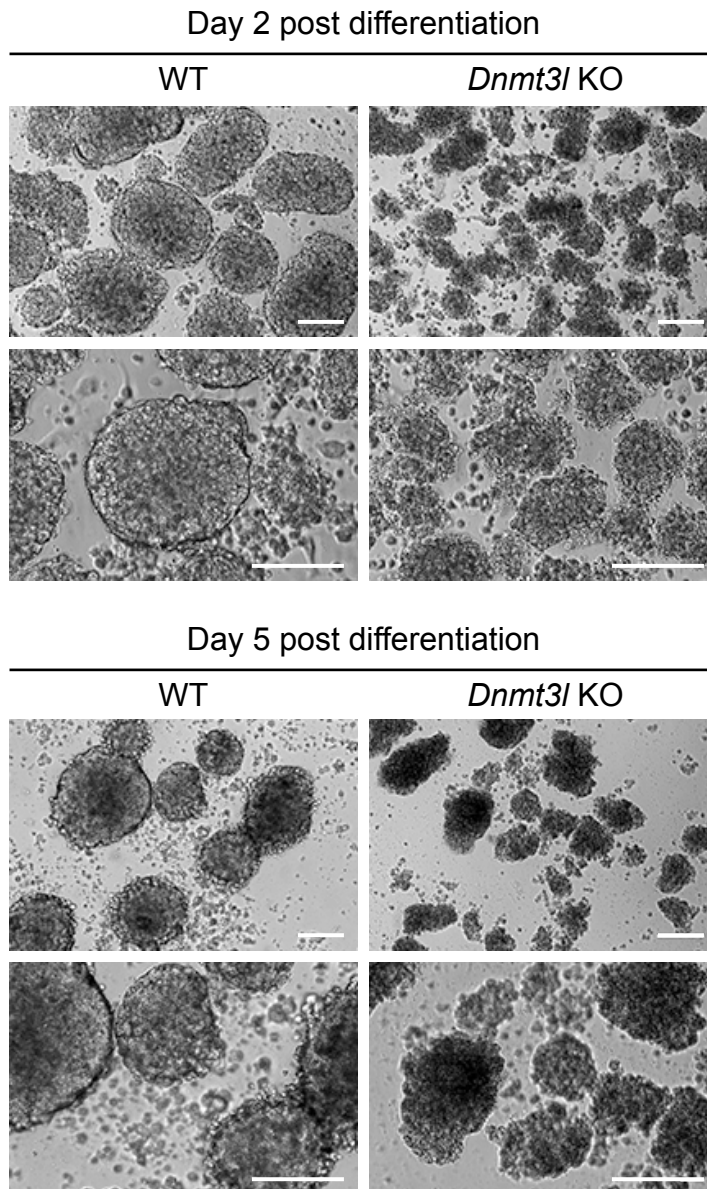

**Supplementary Figure S2. *Dnmt3l* KO mESCs show differentiation defects.**

WT and *Dnmt3l* KO mESCs were differentiated for five days. Shown are representative images of embryoid bodies (EBs) at day 2 and day 5 post differentiation. Scale bars, 100  $\mu$ m.

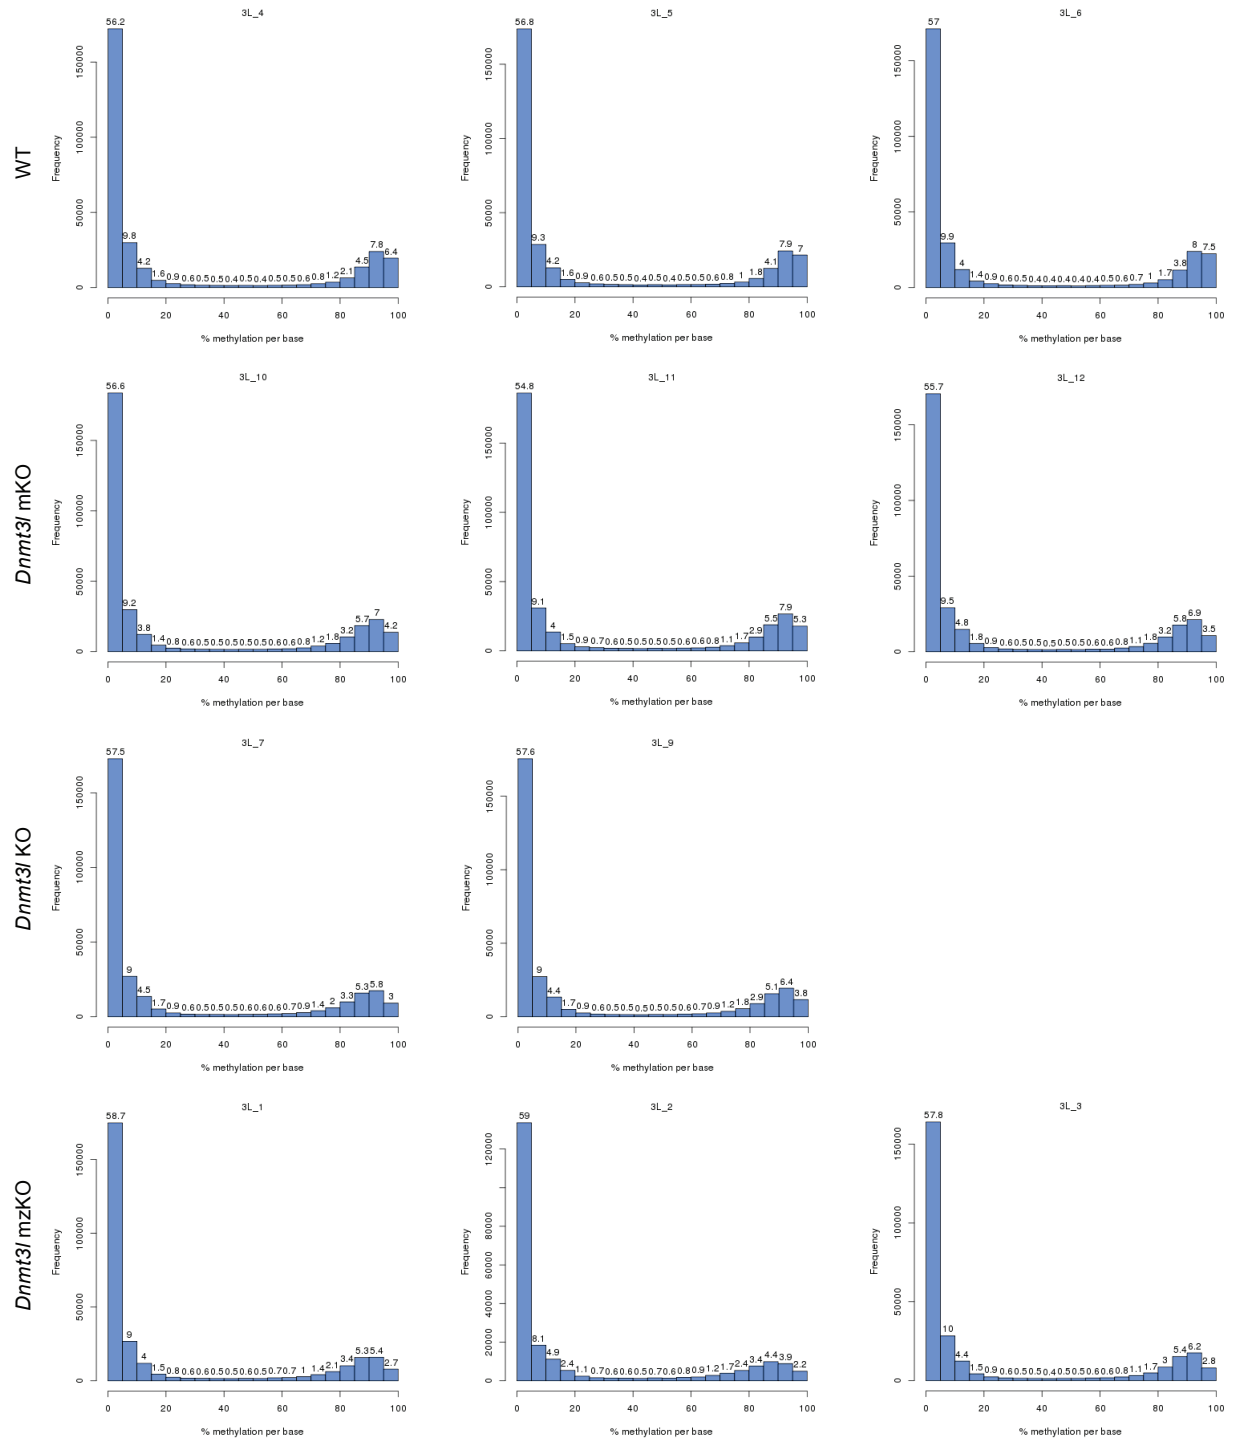

**Supplementary Figure S3. Bimodal distribution of CpG methylation in all samples.**  
 Histograms representing the frequency and levels of CpG methylation in percentage per base from the raw data of the three different biological replicates (mESCs clones) of each of the *Dnmt3l* genotype (i.e. WT, *Dnmt3l* mKO, KO and mzKO) that were analyzed by RRBS (one *Dnmt3l* KO sample was not included due to poor quality).

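The histograms show, for each line, how many CpG cytosines have a given percent methylation. In the tables analysed here there are 3 WT, 3 mKO, 2 KO and 3 mzKO lines. Restricted to cytosines with at least 20 reads, the share with less than 20% methylation was lowest in mKO line 2 (69.4%) and highest in mzKO line 2 (74.3%), and the share above 80% was lowest in mzKO line 2 (13.9%) and highest in mKO line 2 (21.6%). These are also the lines with the fewest and the most cytosines at that coverage, 453821 and 679315, so the shares cannot be told apart from the choice of cytosines that depth makes.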

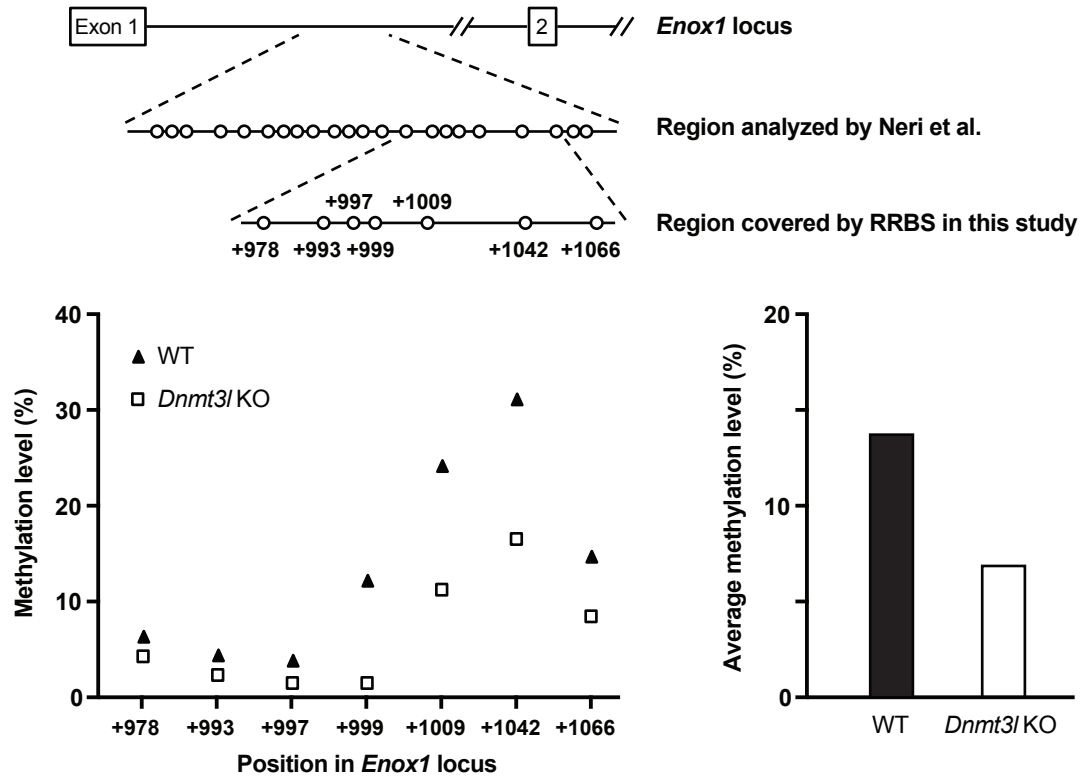

**Supplementary Figure S4. Loss of methylation at several CpG sites in the *Enox1* locus in *Dnmt3l* KO mESCs.** The *Enox1* locus, the region examined by Neri and colleagues with bisulfite sequencing, and the region with sufficient coverage in the RRBS analysis of the present study are schematically shown at the top. Shown at the bottom are RRBS results indicating the methylation level of each of the seven CpG sites (left) and the average methylation levels of these sites (right) in WT and *Dnmt3l* mESCs. The positions of the Cs of the CpG sites, relative to TSS, are indicated.

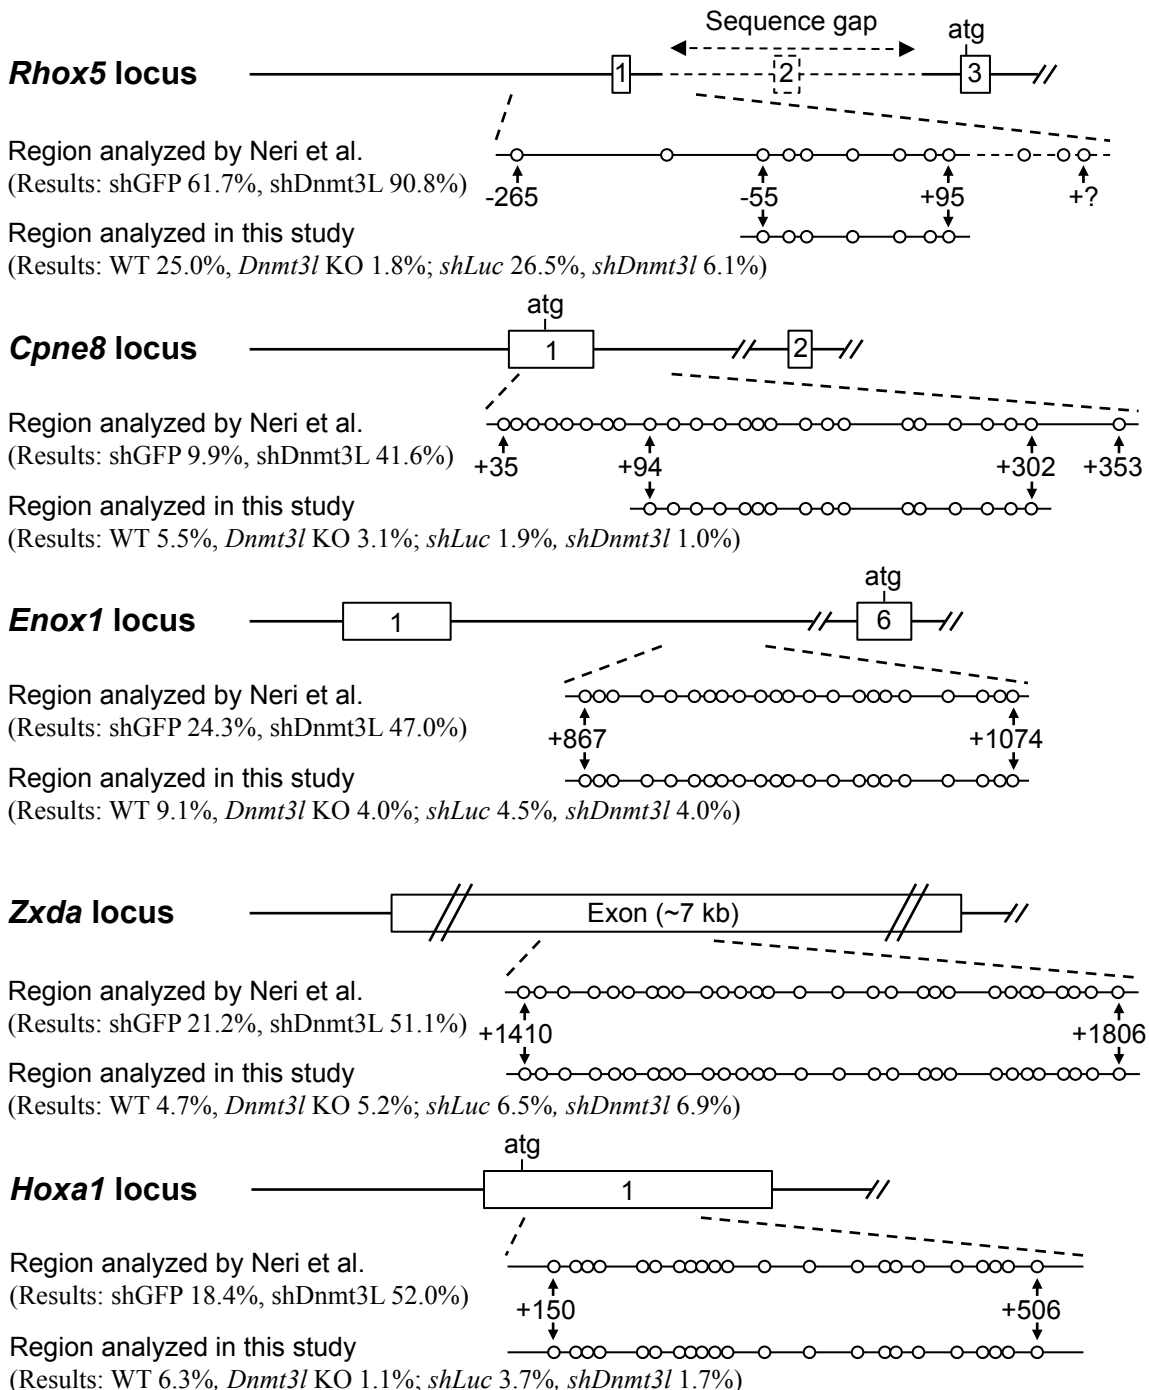

### Supplementary Figure S5. Gene regions analyzed by bisulfite sequencing.

The five gene loci and the regions analyzed by bisulfite sequencing are schematically shown. For each gene, the first exon and the exon containing the translation initiation codon (atg) are shown (*Zxda* has a single exon that encodes a long non-coding RNA). For each region analyzed, the locations of the first and last CpG sites (relative to TSS) are indicated (the regions analyzed by Neri et al. were determined from the reported primer information, except the *Rhox5* region, whose 3' portion, including three CpG sites, could not be definitively determined due to a sequence gap in the public database. As the *Rhox5* and *Cpne8* primers described by Neri et al. showed low amplification efficiency, we amplified smaller fragments that contained most of the CpG sites analyzed by Neri and colleagues. For comparison, the results (methylation levels, in percentages) of this study and those reported by Neri et al. are indicated.

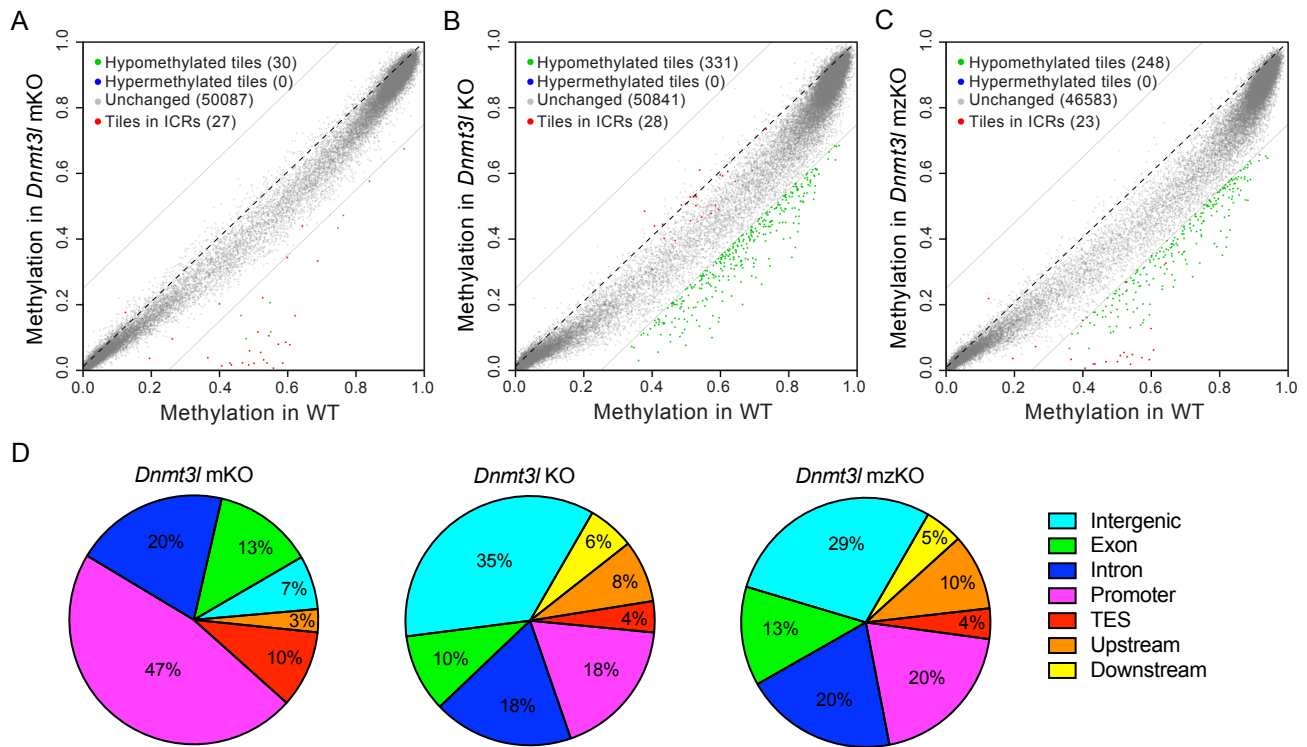

**Supplementary Figure S6. Distribution of hypomethylated regions in the genome in DNMT3L-deficient mESCs.** (A to C) The RRBS data shown in Figure 2A-C were converted to 500-bp tiles. (D) Pie charts showing the distributions of hypomethylated tiles in different genomic regions in *Dnmt3l* mKO, *Dnmt3l* KO, and *Dnmt3l* mzKO mESCs.

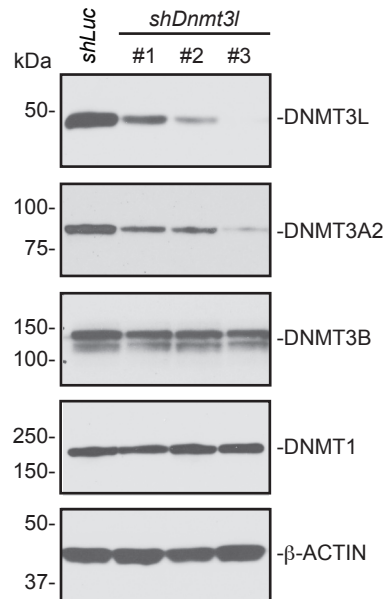

**Supplementary Figure S7. *Dnmt3l* KD mESCs show decreased levels of DNMT3A2.**

Western blot analysis showing the levels of DNMT3A2, DNMT3B, and DNMT1 in control (*shLuc*) and *Dnmt3l* KD (*shDnmt3l* #1, #2, #3) mESCs.

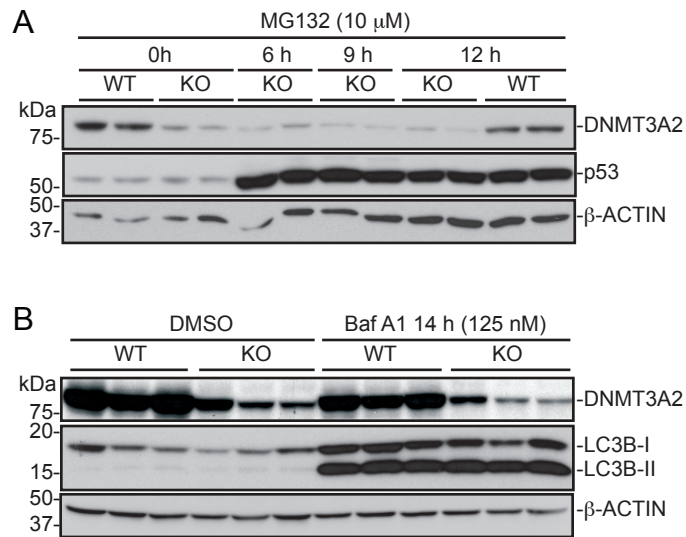

**Supplementary Figure S8. Proteasome or lysosome inhibitor fails to rescue DNMT3A2 level in *Dnmt3l* KO mESCs.** (A and B) Western blot results showing that inhibition of the proteosomal or lysosomal protein degradation pathway with MG132 (A) or Baf-A1 (B) has no effect on DNMT3A2 level in *Dnmt3l* KO mESCs. p53 and LC3B were used as positive controls for MG132 and Baf-A1 treatment, respectively, and  $\beta$ -ACTIN served as a loading control. For each genotype, 2 or 3 independent cell lines were used for the experiments.

How the deposited data were processed for this re-analysis (not part of the article)

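RRBS was done on 11 mouse embryonic stem cell lines: 3 WT, 3 *Dnmt3l* mKO, 2 *Dnmt3l* KO and 3 *Dnmt3l* mzKO. Genotype and replicate number of each line were taken from the sample labels and checked against Supplementary Table S3. The paper states that 1 further KO sample was left out because of poor quality; it is not in the files analysed here.

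The authors trimmed the reads with Trim Galore! and cutadapt, mapped them to mm10 with Bismark and Bowtie, kept uniquely mapped reads, and called methylation with the Bismark extractor and a script of their own. The deposited tables give, for each CpG cytosine of each strand, the count of reads that cover it, with no normalization. They also give the percent of those reads that are methylated and unmethylated, which the authors computed from the same reads. Whether duplicate reads were removed is not stated, and lines were not pooled. From these tables the methylated count of each cytosine was recovered by rounding coverage times percent. All 3294363 cytosines in any of the tables were checked against GRCm38 and are CpG cytosines on the stated strand.

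Coverage summed over CpG cytosines, which counts a read once per cytosine, ranged from 24408501 (mzKO line 2) to 69252622 (WT line 1). The median was 60806986, and 453821 to 679315 cytosines per line had at least 20 reads. At the 247083 CpG sites taken as unmethylated, 0.649 to 1.109% of the reads of a line were called methylated. This background is only an upper bound on incomplete conversion at CpG sites.

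Sites entered a comparison with at least 20 reads in every line of both genotypes. For each site, methylated and unmethylated reads were compared between genotypes by logistic regression with genotype as the only term and a likelihood ratio test, which is the test of methylKit for replicates; *q*-values were computed by the Benjamini-Hochberg method, since the SLIM method of methylKit was not available. Differentially methylated sites had a *q*-value of at most 0.01 and a coverage-weighted difference of at least 25 percentage points. The 500-bp tiles started at position 1 of each chromosome and needed at least 3 sites with at least 10 reads. Because this test pools the reads of a genotype, it takes no account of variation between lines. ICRs were the 11 regions of Figure 2D with the boundaries given there. Locations used 45550 curated RefSeq transcripts of GRCm38 and the order of priority in the methods, with a tile placed by its midpoint. Means of lines were compared by exact permutation tests, in which the smallest p is 0.1 for 3 lines against 3 and 0.2 for 2 against 3. The groups were compared as labelled, each mutant genotype with WT and mzKO with KO.

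The sites named in the text were the 11 ICRs, the 5 gene regions named in the paper, and the 10 clusters with the most sites among clusters of at least 3 hypomethylated mKO sites, at most 1000 bp apart, that lay outside these ICRs and were lower in every mKO line than in every WT line. This rule, the tests and most alternatives were set before the tables were opened. The alternatives were other coverage minimums, sites covered in all 11 lines, a quasi-binomial F test, Storey's *q*-values, unweighted differences, merged strands, removal of the sites with the highest coverage, autosomes only, the replicate number as a block, each line left out in turn, longer ICRs, and other tile definitions. A moderated test with limma on the log2 ratio of methylated to unmethylated reads, the removal of chromosome 1, location by any overlap, and the choice of the reverse-strand cytosines of *Enox1* with its alternatives were chosen after seeing the data.

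The tests were tested on simulated data, with reads drawn at the real coverage of the WT and mKO lines and 200 sites of at least 45% methylation lowered by 40 points. The likelihood ratio test found 99.5% of the changed sites with binomial reads, and 99.0% with reads that also varied between lines, where it called 9 unchanged sites lower and 11 higher among 534078. The quasi-binomial F test found 0% in both simulations and limma 2.5% and 0%, so these 2 tests found few or none of the simulated losses, although limma called 152 of the 217 compared ICR sites in mKO and 155 of 185 in mzKO in the real data; the smaller KO comparison was not simulated. For tiles the likelihood ratio test found 100%. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

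Western and Southern blots, bisulfite sequencing of clones, knockdown data and the WGBS of *Dnmt3a* KO and *Dnmt3b* KO cells were not analysed here. The ICR set was limited to the 11 ICRs whose boundaries Figure 2D gives.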

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

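Of the 193 sites hypomethylated in mKO outside the 11 ICRs, 56 fell in 10 clusters of at least 3 sites, which the paper does not name. They were flagged because every mKO line was below every WT line at each of them. That was a condition of the choice. The exact permutation test therefore had to give p = 0.1 at each, the smallest p that 3 lines against 3 allow, and adds no evidence. In GRCm38, cluster A lies on chromosome 17 from 87125521 to 87125622 in an intron of *Socs5* (11 sites, change -30.21 percentage points), cluster B on chromosome 2 from 168970099 to 168970301 in an intergenic region (10 sites, -32.83), cluster C on chromosome 1 from 63200437 to 63200558 at a promoter of *Gpr1* and *Zdbf2* (8 sites, -38.84), and cluster D on chromosome 6 from 30732801 to 30732878 at an annotated promoter within 5000 bp of *Mest* (6 sites, -35.15). Cluster E on chromosome 5 from 143129141 to 143129220 (4 sites, -29.27) and cluster F on chromosome 8 from 126539977 to 126540105 (4 sites, -27.55) are intergenic. Cluster G is in an exon of *Rab11fip3* on chromosome 17 from 26067704 to 26067850 (4 sites, -26.38), cluster H at *Gnas* on chromosome 2 from 174327988 to 174328477 (3 sites, -28.21), cluster I at the promoter of *Peg10* on chromosome 6 from 4747355 to 4747372 (3 sites, -34.90), and cluster J in an intron of *Zfp777* on chromosome 6 from 48026191 to 48026278 (3 sites, -29.87).

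Only the real grouping gave as many clusters, 1 of the 10 splits of the 6 samples. Other splits gave 0 to 2 in the direction with more clusters, and 10 splits cannot give a share below 0.1. Reads shared between near-identical copies were tested by matching the middle 50 bp of each cluster to GRCm38: 0 of the 10 occurred more than once. A strain variant at a site would remove methylation entirely, and at 0 of the 56 sites did the mKO reads fall below 1% methylation; this test would miss a variant carried by part of the alleles. The depth of mKO relative to WT over the clusters was 1.1032, so depth does not account for the losses. A candidate explanation is the loss of maternal imprints outside the 11 ICRs: 4 of the 10 clusters (A, C, D and H) had WT levels between 35 and 65%, every mzKO line below every WT line, and a mean loss in KO of less than 0.5 of that in mKO, but the limits of this test were set after the values had been seen. The other 6 clusters had WT levels above 65%, and in 7 of the 10 clusters both KO lines were also below all WT lines, so a shared loss of methylation in both genotypes cannot be told apart from an imprint there. WT lines varied widely at cluster A (58.8% ± 15.8, n = 3) and cluster C (47.8% ± 19.6, n = 3). At cluster I, mKO lines 1 to 3 had 46.9%, 47.6% and 2.7%. Without mKO line 3 the change there was -20.03 points, so it rests largely on that line. The batch of the libraries is not known. The predictions for these tests were written after the results had been seen, and the pattern is a hypothesis.

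In WT line 1, chromosome 1 held 7.22% of the coverage of autosomal CpG cytosines, 1.3121 times the median of the other 10 lines. It was flagged because the paper does not report on the coverage of chromosomes. Library depth cancels in these shares, so the ratios cannot test it. A difference in GC bias between libraries could also raise other autosomes, but the largest ratio of any other autosome in this line was 0.9920. A higher share of chromosome 1 lowers the other shares by itself, so this value alone does not exclude GC bias. A few sites taking most of the reads would leave the typical site unchanged, but the ratio by the median site was 1.3205. The ratio was similar in 10 equal parts of the chromosome, with a lowest value of 1.2972, which is what a gain of the whole chromosome in part of the cells could give. No karyotype is in the files analysed here. Smaller ratios were found in mKO line 1 (1.1453), KO line 2 (1.1386) and KO line 1 (1.0765). The design gives no condition that would explain this, and the predictions were written after the ratios had been seen. Without chromosome 1, a setting chosen after seeing the data, mKO had 372 hypomethylated sites in place of 385, KO 4018 in place of 4265 and mzKO 3199 in place of 3371.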

How the results depend on the processing

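Of the 31 headline results, 11 kept their direction or size under every alternative, by a rule in which a count stays within 1.5 times its main value and a difference keeps its sign. They include the hypermethylated tiles of all 3 genotypes, which stayed at 0, and the mean ICR differences of mKO and mzKO. The rule allows changes in size: the number of unchanged tiles in KO ranged from 18681 (at least 5 sites per tile) to 36854 (quasi-binomial F test) around a main value of 25917, and the mean *Enox1* difference moved from -5.3326 to -7.3955 points with the coverage-weighted mean. The alternatives were set before the tables were opened unless stated otherwise.

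The test moved the results most. The quasi-binomial F test, which estimates the spread between lines at each site from 5 or 6 lines, called 0 hypomethylated sites and 0 hypermethylated sites in each of the 3 genotypes, 0 in the comparison of mzKO with KO, 0 hypomethylated ICR sites in mKO and mzKO, 0 hypomethylated tiles in each genotype, and 0.0000% of partially and highly methylated sites in KO. The limma moderated test, chosen after this had been seen, called 156 hypomethylated and 1 hypermethylated site in mKO, 0 and 0 in KO, 422 and 0 in mzKO, 1 hypomethylated and 0 hypermethylated sites outside ICRs for mzKO against KO, 18 tiles in mKO and 0 in KO, and therefore 0.0000% of partially and of highly methylated sites in KO and 0.0000% shared sites. On simulated losses of 40 points the quasi-binomial test found 0% and limma 2.5% or 0% of the changed sites, so the absence of calls does not show the absence of changes. Limma did call most of the ICR sites, 152 in mKO and 155 in mzKO. The reverse limit holds for the main test, which pools reads and cannot show that a single site differs beyond the variation between lines; for KO, with 2 lines, no test here that respects the lines called a site.

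Filters mainly moved the small counts of hypermethylated sites. With coverage of at least 10 reads there were 10 in KO, 7 in mzKO and 4 outside ICRs for mzKO against KO; with at least 30 reads 2 in KO; with 20 reads in all 11 lines 3 in KO. Merged strands gave 1 in mKO and 1 in mzKO, the unweighted difference 1 in mzKO and 1 for mzKO against KO, and removal of the highest-coverage sites 1 in mzKO. At least 5 sites per tile left 144 hypomethylated tiles in KO and 121 in mzKO, since fewer tiles qualify. Requiring 25 points in both genotypes lowered the shared sites of KO and mzKO to 44.6891%, because many sites lie close to that threshold in 1 of the 2 genotypes.

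The replicate block changed 1 headline result, the hypermethylated sites outside ICRs for mzKO against KO, from 2 to 1. The pairing check gave a mean correlation of 0.0365 for lines with the same number and -0.0182 for lines with different numbers. It cannot decide on pairs, since deviations from a genotype mean cancel within the genotype and tie these means together.

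With 1 line left out in turn, hypermethylated sites ranged from 1 to 6 in mKO, 3 to 12 in KO, 2 to 5 in mzKO and 1 to 12 outside ICRs for mzKO against KO. Hypomethylated sites ranged from 2822 to 7271 in mzKO and from 13 to 35 outside ICRs for mzKO against KO, hypomethylated ICR sites in KO from 0 to 2, highly methylated sites hypomethylated in KO from 1.0603 to 1.6753%, hypomethylated tiles in mzKO from 180 to 792, and the ICR share of mKO tiles from 42.2222 to 60.6061%. The highest mzKO values are those without mzKO line 3, which kept more methylation than the other mzKO lines.

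The mean genome difference of KO from WT changed sign with the coverage-weighted mean, to 0.1643 points. That mean gives most weight to the sites with the most reads. It weights each line by its own coverage, so the change of sign need not come from methylation. Values of single ICRs are reported for 10 of the 11. Small changes of single ICRs in KO also changed sign: MCTS2 to 3.5613 and PEG13 to 3.3468 points with at least 30 reads, and ZIM2 to -5.1243 when only the ICR sites hypomethylated in mKO were used. With 1 line left out they ranged from -7.0857 to 4.0011 at MCTS2, -2.5839 to 0.5195 at NESPAS, -3.4984 to 5.1721 at ZIM2, -0.8472 to 2.8922 at KCNQ1OT1, -1.4247 to 0.0265 at PEG13 and -15.0480 to 3.3934 at IMPACT. These rest on 2 KO lines; the main values lay between -1.5423 and 1.2609 points, except at IMPACT with -5.8273 points. Another 11 values of other results moved: 9 shares of sites under 20% or over 80% methylation by more than the SD between lines with another coverage minimum, and the intron shares of tiles in KO (18.8060%) and mzKO (17.6000%) outside their confidence intervals with location by any overlap, an alternative chosen after seeing the values.

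Grouping was tested by all 10 splits of the 6 lines of a comparison into 3 and 3; 10 splits cannot give a share below 0.1. In mKO against WT, 1 of the 10 splits, the real one, gave as many hypomethylated sites, 1 of the 10 as many hypomethylated ICR sites and 1 of the 10 as many hypomethylated tiles, and the same 1 of the 10 held for each of these in mzKO. Since a mixed split has no control side, the direction with more sites was counted as hypomethylated and the other as hypermethylated. By that count other splits gave 11 to 48 hypomethylated sites in mKO and 19 to 273 in mzKO. For hypermethylated sites, 7 of the 10 splits in mKO and 6 of the 10 in mzKO gave at least as many. These few sites are therefore no more than other groupings give in the direction with fewer sites. For hypermethylated tiles, of which there were 0, all 10 of the 10 splits did in both. Any split reaches a count of 0, so this cannot test the grouping. The predictions for the splits were written after the counts had been seen. KO has 2 lines and was not split.

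Depth limits the comparisons with mzKO, since mzKO line 2 had a summed coverage of 24408501 over CpG cytosines and 453821 sites with at least 20 reads. The NAP1L5 ICR had no site with enough reads in all mzKO lines, and no value is given for it.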

Differences from the paper's values

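Of the values compared with the paper, 6 differed by more than 1.5 times, all of them shares of hypomethylated tiles in Supplementary Figure S6D. In mKO, 6.4516% of the tiles were upstream of genes, against the paper's about 3% in Supplementary Figure S6D, and 0.0000% were at transcription end sites, against the paper's about 10% in Supplementary Figure S6D. In KO, 12.2388% were upstream (the paper's value is about 8% in Supplementary Figure S6D), 1.7910% at transcription end sites (about 4% in Supplementary Figure S6D) and 5.3731% in exons (about 10% in Supplementary Figure S6D). In mzKO, 1.2000% were at transcription end sites, where the paper has about 4% in Supplementary Figure S6D. All 6 paper values were read by eye. Tiles shifted by 250 bp, the only alternative for these shares set before the files arrived, did not close any of the 6 gaps: it gave 6.8966%, 3.4483%, 12.9747%, 1.8987%, 5.0633% and 2.5641% in the same order. Location by any overlap of the tile, which was chosen after seeing the values, gave 3.2258% upstream in mKO, 3.5821% at transcription end sites and 7.7612% in exons in KO, and 3.2000% at transcription end sites in mzKO, of which those 4 are within 1.5 times of the paper's values; it left 6.4516% at transcription end sites in mKO and 12.2388% upstream in KO.

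The paper states in the text that 73% of the mKO tiles were in ICRs, 22 of 30; here 20 of 31 tiles (64.5161%) were in the 11 ICRs of Figure 2D. With sites of coverage at least 20 the share was 74.0741%, with at least 5 sites per tile 80.0000%, and with limma, chosen after seeing the data, 88.8889%. It was lower with the unweighted difference, 55.5556%, and with any 1 line left out, where it was at most 60.6061%. ICR tiles were no longer the majority without WT line 1 (47.6190%), WT line 2 (42.2222%) or mKO line 3 (43.4783%). With strands merged the mKO tiles numbered 30 and the KO tiles 329, and with the unweighted difference the KO tiles numbered 331. The paper's 3074 and 1207 sites hypomethylated among partially and highly methylated sites are 3060 and 1205 here.

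The paper states that every one of the *Enox1* sites had a lower level in KO. With the mean of the lines this held for 7 of 7 sites here, and with all reads pooled for 6 of 7, as position 77157772 had 20.19% in WT and 20.59% in KO.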

Other observations

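Partially methylated sites outside the 11 ICRs were also lower in mKO than in WT, although few passed the threshold of 25 points. Over 35047 sites the median change was -6.98 percentage points, and over the 28329 such sites covered in all lines the WT lines had 50.1%, 49.4% and 52.5% and the mKO lines 42.9%, 45.4% and 42.3%, with 38.0% and 39.4% in KO. Choosing sites by their level in the same WT samples could create a loss by itself; with the sites chosen by 1 WT line and mKO compared with the other 2, a test whose prediction was written before its result, the smallest of the 3 median changes was -5.8696 points, so this explains little of it. A difference in bisulfite conversion between libraries would shift the background at unmethylated CpG sites as well, and that shifted by -0.1349 points only. Every mKO line was below every WT line. Variation between lines within a genotype remains open. The exact permutation test cannot decide it, since p = 0.1000 is the smallest that 3 lines against 3 allow. A lasting effect of maternal DNMT3L outside ICRs, or a difference in the origin or culture of the lines, may therefore both remain as hypotheses; the second was not tested, and the other predictions were written after the values had been seen.

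Some lines kept methylation at ZIM2 or IMPACT. At IMPACT, mKO line 2 had 24.7% methylation while mKO lines 1 and 3 had 2.9% and 2.5%. At ZIM2, mKO line 3 had 46.7% methylation while mKO lines 1 and 2 had 3.4% and 2.8%. A mixed or mislabelled line would keep methylation elsewhere too, but the highest value in mKO line 3 among 8 ICRs was 7.4026%. These are all ICRs except ZIM2, PEG13 and IMPACT, a set chosen after the values had been seen. Of those left out, PEG13 had 41.3% in mKO line 3 (27.5% and 30.0% in mKO lines 1 and 2) and IMPACT 2.5%. Too few reads were not the reason, with at least 156 reads at each ZIM2 site in mKO line 3. The methylation was not limited to 1 site, since the lowest of the 5 ZIM2 sites had 43.3790%. This value cannot test a strain variant, which would remove methylation. In mzKO, lines 1 and 2 had 54.6% and 42.4% at ZIM2 and line 3 had 42.3% at IMPACT, while the highest value among the same 8 ICRs in any mzKO line was 6.2257%. These values use the sites with at least 10 reads in all lines; over the 3 IMPACT sites with at least 20 reads, mzKO line 3 had 56.1%. The values could come from a ZIM2 or IMPACT allele that stayed or became methylated in some lines, a hypothesis formed on the same data. Library batch and strain variants were not tested. Depth was not tested for the mzKO lines, and neither depth nor a mixture was tested for mKO line 2. These predictions were written after the values had been seen.

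At the PEG13 ICR, mKO lines had 27.5%, 30.0% and 41.3% methylation and mzKO lines 7.5%, 8.0% and 18.4%, a difference of 21.6 points in the means. Variation between lines within a genotype remains open here too. The exact permutation test cannot decide it, since p = 0.1000 is the smallest that 3 lines against 3 allow. Every mKO line was above every mzKO line at 5 of the 11 ICRs, and by this count alone a methylation background shared by all ICRs of the mKO lines cannot be told apart from an effect at PEG13; the reading of the count was made more cautious after it had been seen. Among the other 10 ICRs the mKO mean exceeded the mzKO mean by 4.4031 points at most, so a background of the same size at all ICRs does not account for the difference at PEG13. In the opposite direction the means differed by -16.0104 points at ZIM2 and -5.8164 points at IMPACT, where some lines kept methylation. Differences of this kind between lines are therefore not limited to PEG13. Depth was at least 23 reads at each PEG13 site in these lines. These predictions, too, were written after the values had been seen.

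Without mzKO line 3, 7271 sites were hypomethylated in mzKO in place of 3371, and that line had the highest mean at partially methylated sites among the mzKO lines, 44.1% against 34.7% and 34.5%. Contamination with WT cells could raise it: a share of 48.7% WT cells would give its genome mean and leave 24.0% methylation at the 8 ICRs, but these had a mean of 3.5097%. Its higher depth explains little, since 4160 sites were hypomethylated when its reads were thinned to the depth of mzKO line 2, closer to 3371 than to 7271. Only WT cells were tested as a source of contamination. The mKO lines had 42.9%, 45.4% and 42.3% at the partially methylated sites, so this test does not exclude mKO cells. A difference between lines or libraries remains, and no biological explanation was tested. Both predictions were written after the counts had been seen.

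Unconverted non-CpG cytosines, by the paper's values in Supplementary Table S3, made up 0.717% ± 0.052 of the total in the 6 lines with zygotic DNMT3L (WT and mKO) and 0.560% ± 0.022 in the 5 lines without it (KO and mzKO), with p = 0.0043 in an exact permutation test. Non-CpG methylation that depends on zygotic DNMT3L may give such a difference. However, the background at 247083 unmethylated CpG sites differed the same way, 1.002% ± 0.085 against 0.701% ± 0.042 (exact permutation test, p = 0.0043), so the difference cannot be told apart from a difference in bisulfite conversion between libraries. WT and mKO lines, or KO and mzKO lines, may also have been prepared together; the batches are not known. The prediction was written after the values had been seen.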
